# The Nr4a family regulates intrahepatic Treg proliferation and liver fibrosis in MASLD models

**DOI:** 10.1172/JCI175305

**Published:** 2024-10-15

**Authors:** Daisuke Aki, Taeko Hayakawa, Tanakorn Srirat, Shigeyuki Shichino, Minako Ito, Shin-Ichiroh Saitoh, Setsuko Mise-Omata, Akihiko Yoshimura

**Keywords:** Immunology, Fibrosis, T cell development, T cells

## Abstract

Metabolic dysfunction–associated steatotic hepatitis (MASH) is a chronic progressive liver disease that is highly prevalent worldwide. MASH is characterized by hepatic steatosis, inflammation, fibrosis, and liver damage, which eventually result in liver dysfunction due to cirrhosis or hepatocellular carcinoma. However, the cellular and molecular mechanisms underlying MASH progression remain largely unknown. Here, we found an increase of the Nr4a family of orphan nuclear receptor expression in intrahepatic T cells from mice with diet-induced MASH. Loss of Nr4a1 and Nr4a2 in T cell (dKO) ameliorated liver cell death and fibrosis, thereby mitigating liver dysfunction in MASH mice. dKO resulted in reduction of infiltrated macrophages and Th1/Th17 cells, whereas it led to a massive accumulation of Tregs in the liver of MASH mice. Combined single-cell RNA transcriptomic and TCR sequencing analysis revealed that intrahepatic dKO Tregs exhibited enhanced T cell immunoreceptor with Ig and ITIM domains (TIGIT) and IL-10 expression and were clonally expanded during MASH progression. Mechanistically, we found that dKO Tregs expressed high levels of basic leucine zipper ATF-like transcription factor (Batf), which promotes Treg cell proliferation and function upon TCR stimulation. Collectively, our findings not only provide an insight into the impact of intrahepatic Treg cells on MASH pathogenesis, but also suggest a therapeutic potential of targeting of the Nr4a family to treat the disease.

## Abstract 2

Nr4a family regulates Tregs proliferation and function in the liver during NASH progression.

## Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD) is a liver disorder characterized by the accumulation of fat in the liver without significant alcoholic intake, and its prevalence is estimated to be around 25% (1). MASLD includes a range of liver conditions from simple steatosis to a more aggressive form of MASLD, known as metabolic dysfunction–associated steatotic hepatitis (MASH). MASH occurs in approximately 20% of patients with MASLD and is characterized by steatosis, persistent inflammation, liver damage, and fibrosis (2, 3). MASH increases the risk for liver cirrhosis and hepatocellular carcinoma (HCC) and is also associated with prevalence and incidence of cardiovascular disease, chronic kidney disease, and type 2 diabetes (1, 4). Despite intense clinical trials, currently there are no effective therapies for MASH (5), since the cellular and molecular mechanisms underlying MASH progression are not fully understood.

The liver contains diverse innate and adaptive immune cells within its tissue microenvironment. Innate immune response has been considered critical for MASH development, acting by triggering and propagating liver inflammation (6). Single-cell RNA sequencing (scRNA-Seq) studies have revealed the transcriptomic landscape of hepatic macrophages and identified the key molecules associated with MASH pathology (7–9). However, it has also recently emerged that T lymphocyte–mediated adaptive immunity regulates liver homeostasis in MASH (10, 11). For instance, MASH leads to an accumulation of CXCR6^+^ CD8 T cells, which promote MASH pathology and development of MASH-induced HCC (12, 13). MASLD causes a selective loss of hepatic CD4^+^ T cells, resulting in accelerated hepatocarcinogenesis (14). Meanwhile, the roles of CD4^+^ T helper cell subsets, such as IFN-γ–producing Th1 and IL-17–producing Th17, have also been shown to be involved in MASH (10). Tregs, which are indispensable for immune system homeostasis, acting by suppressing effector T cell response, were decreased in MASLD mice, and adaptive transfer of Tregs attenuated liver inflammation when the mice were challenged by lipopolysaccharide (15). Another study demonstrated that Tregs were selectively increased and depletion of Tregs led to inhibition of HCC initiation (16). Conversely, transfer of Tregs into MASH-induced BALB/c *Rag1^–/–^* mice worsened liver inflammation (17). Thus, the current understanding of how Tregs affect MASH pathology remains elusive. Additionally, although transcriptionally and functionally distinct Treg subpopulations from these counterparts in lymphoid organ, known as tissue Tregs, have been identified (18), it is largely unknown whether such cells could control MASH development.

The Nr4a family comprises Nr4a1, Nr4a2, and Nr4a3, which are nuclear orphan receptor–type transcription factors. We previously reported that the Nr4a family is essential for the induction of Tregs in the thymus and also involved in the maintenance of Tregs in the periphery (19, 20). Interestingly, hepatic mRNA expression of Nr4a was shown to be elevated in diabetic mice, and adenoviral expression of Nr4a1 increased blood glucose levels via promoting gluconeogenesis (21).

Given the aforementioned studies, we aimed to elucidate the impact of hepatic Tregs in MASH and whether Nr4a family regulates T cell–mediated tissue homeostasis during MASH. In this study, we found an upregulation of Nr4a family expression in hepatic T cells during MASH progression. Mice lacking all *Nr4a* (*Nr4a1*, *Nr4a2*, and *Nr4a3*) showed severe reduction of thymic and peripheral Tregs (20). However, unexpectedly, specific loss of *Nr4a1* and *Nr4a2* in T cells in mice (dKO mice) ameliorated MASH pathology and Tregs were accumulated in the liver. Integrated transcriptome and TCR clonotype data revealed that hepatic Tregs lacking *Nr4a1* and *Nr4a2* exhibited strongly immunosuppressive phenotypes and underwent clonal expansion during MASH, accompanied with strong upregulation of *Nr4a3*. Furthermore, we identified target gene basic leucine zipper ATF-like transcription factor (*Batf*), whose expression was increased in *Nr4a1*- and *Nr4a2*-deficient Tregs and found that it regulated Treg proliferation and function. Batf has been shown to play an important role in Treg residency in nonlymphoid tissues (22). Together, our findings suggest the protective function of hepatic Tregs during liver inflammation and highlight the role of the Nr4a-Batf circuit in regulating Treg expansion.

## Results

### Expression of the Nr4a family is upregulated in hepatic T cells from MASH mice.

To investigate the function of the Nr4a family in T cells during MASH progression, we subjected mice to a choline-deficient, high-fat diet consisting of 60 kcal% fat and 0.1% methionine (CD) for 8 weeks (23). After 8 weeks of CD feeding, we observed liver steatosis and fibrosis, which are characteristics of MASH (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/JCI175305DS1). Subsequently, we investigated the mRNA expression levels of the *Nr4a* family in hepatic T cells from mice fed CD for 12 weeks to further progress MASH development. Gene expression of *Nr4a1*, *Nr4a2*, and *Nr4a3* was significantly upregulated in hepatic CD4^+^ and CD8^+^ T cells from MASH mice (Figure 1, A and B). To further determine whether MASH induces Nr4a family expression, we cultured naive CD4^+^ T cells with substitution of RPMI medium deficient in methionine and choline (MCD medium) mimicking the in vivo CD-induced MASH model, and analyzed the kinetics of *Nr4a* family gene expression. In normal RPMI medium, *Nr4a* family transcription was rapidly upregulated within 1 hour, and declined by 6 hours after stimulation, as previously described (19). While no significant difference in the induction of *Nr4a* family mRNA was observed between CD4^+^ T cells cultured in normal RPMI and MCD medium at 1 hour, sustained transcription of the Nr4a family was evident in CD4^+^ T cells cultured in MCD medium, persisting even at 16 hours after stimulation (Figure 1C). Finally, we directly assessed whether protein levels of the Nr4a family were increased in MCD medium. We isolated naive CD4^+^ T cells from transgenic mice expressing GFP from the *Nr4a3* locus and cultured these cells for 3 days in either normal or MCD medium. As a result, we found higher Nr4a3 expression levels in CD4^+^ T cells cultured in MCD medium compared with normal RPMI (Figure 1D). Altogether, these data show that the Nr4a family is upregulated in T cells during MASH progression.

### T cell–specific loss of Nr4a1 and Nr4a2 alleviates MASH development in mice.

Given the significant upregulation of the Nr4a family in T cells with MASH, we postulated that the Nr4a family in T cells might impact MASH pathogenesis. To address this, we generated T cell–specific *Nr4a1*- and *Nr4a2*-deficient mice (*Nr4a1^fl/fl^Nr4a2^fl/fl^Cd4Cre* mice, referred to hereafter as dKO mice). Unlike mice lacking *Nr4a1*, *Nr4a2*, and *Nr4a3* (20), dKO mice exhibited normal percentages of naive and effector/memory CD4^+^ and CD8^+^ T cells in the spleen at steady state, suggesting restored T cell homeostasis in dKO mice (Supplemental Figure 2, A and B). Then WT and dKO mice were fed CD for 8 weeks to induce MASH. Body weight changes and liver–to–body weight ratios were similar between WT and dKO mice (Figure 2, A and B, and Supplemental Figure 2C). However, dKO mice exhibited lower levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) in the serum compared with WT mice (Figure 2C), indicating that attenuated liver damage was caused by steatohepatitis in dKO mice. Consistently, dKO mice showed elevated levels of serum total cholesterol that include both HDL and LDL cholesterol, although albumin levels remained unchanged (Figure 2D). Furthermore, serum bile acid and bilirubin levels were lower in dKO mice, with a notable reduction in direct bilirubin, implying restricted bile duct obstruction during MASH progression (Figure 2, E and F). TUNEL staining demonstrated decreased liver cell death in dKO mice (Figure 2G). These results suggest that Nr4a1/2 in T cells promotes liver damage, leading to impaired liver function with MASH. However, lipid deposition in the liver, as shown by oil red O staining, was comparable between WT and dKO mice on CD (Figure 2H). Both groups of mice showed similar expression levels of lipid metabolism–related genes such as *Srebf1* (fatty acid biosynthesis) and *Ldlr* (lipid uptake) in the liver (Supplemental Figure 2D). However, liver fibrosis as assessed by Sirius red or Masson-trichrome staining was reduced in dKO mice (Figure 2I and Supplemental Figure 2E). α-Smooth muscle actin (α-SMA) expression was also downregulated in dKO mice (Supplemental Figure 2F). In line with the attenuated fibrosis, the expression of fibrosis marker genes was downregulated in the liver of dKO mice (Figure 2J). Collectively, these data suggest that the Nr4a family in hepatic T cells contributes to MASH development, partly through the promotion of liver fibrosis.

### dKO reduces infiltrated macrophages in the liver.

To explore the cellular mechanisms by which Nr4a1/2 loss in T cells alleviates MASH, we performed flow cytometry analysis of intrahepatic immune cell populations (Supplemental Figure 3A). Frequencies of B cell and T cell populations were reduced in WT mice on CD compared with standard diet (SD), whereas T cell populations were elevated in dKO mice upon MASH induction (Figure 3A and Supplemental Figure 3, B and C). Notably, increased T cells in dKO mice were primarily due to expansion of CD8^+^ T cells, but not CD4^+^ T cells (Figure 3B and Supplemental Figure 3, D and E). In addition, the percentages of hepatic CD3^–^NK1.1^+^ NK cells were reduced in MASH dKO mice, while CD3^int^NK1.1^+^ NKT cells remained comparable between WT and dKO mice fed CD (Figure 3C and Supplemental Figure 3, F and G). Hepatic macrophages are shown to play an important role in chronic liver inflammation and fibrosis (24). We therefore examined the infiltrated macrophages (CD11b^hi^F4/80^int^) and liver-resident Kupffer cells (CD11b^int^F4/80^hi^). In response to CD, WT mice showed greater expansion of infiltrated macrophages, indicative of hepatic inflammation. While there was no significant difference between WT and dKO mice fed SD, frequency of infiltrated macrophages was reduced in dKO mice under MASH conditions (Figure 3D and Supplemental Figure 3H). The Kupffer cell population in dKO mice was on the same level with that of WT mice regardless of the presence or absence of MASH (Figure 3D). Further analysis demonstrated that inflammatory macrophages defined as CD11b^hi^F4/80^int^Ly-6c^hi^ were significantly decreased in dKO mice (Figure 3E). Then we isolated CD11b^+^ cells from the liver and assessed marker gene expression that is related to pro- or antiinflammatory macrophages. *Trem2*, which is expressed on MASH-associated inflammatory macrophages (25,) was downregulated in macrophages from dKO mice. On the other hand, both *Arg1* and *Nos2* expression were augmented in macrophages from dKO mice (Figure 3F), suggesting an immunosuppressive rather than inflammatory phenotype (26–28). Collectively, these data demonstrate that loss of the Nr4a family in T cells leads to increased CD8^+^ T cells and reduction of infiltrated inflammatory macrophages during MASH.

### dKO mice contain more intrahepatic Tregs in MASH.

Next we investigated how the T cell Nr4a family impacts MASH development. Despite the massive expansion of dKO CD8^+^ T cells in the context of MASH resistance observed in dKO mice, this seems to be somewhat contradictory, as previous studies demonstrated the involvement of hepatic CD8^+^ T cells in MASH pathology (12, 13). To clarify this, we determined whether CD8^+^ T cell Nr4a affected MASH progression using CD8^+^ T cell–specific *Nr4a1*- and *Nr4a2*-deficient mice (*Cd8Cre* dKO mice). However, histological analysis revealed that *Cd8Cre* dKO mice and WT mice showed similar levels of CD-induced liver fibrosis (Supplemental Figure 4, A and B). Likewise, expression levels of fibrosis-related genes were comparable between the 2 groups (Supplemental Figure 4C). These data suggest that dKO CD8^+^ T cells may not contribute to the attenuated liver fibrosis phenotype observed in dKO mice. Consequently, we redirected our focus toward understanding the functions of the Nr4a family in hepatic CD4^+^ T cells. We first examined whether metabolic stress caused by CD affects CD4^+^ T cell differentiation. T helper cell master transcription factors, except *Tbx21*, were upregulated in hepatic CD4^+^ T cells from mice with MASH. Of note was the significant upregulation of *Foxp3*, which regulates the differentiation and function of Tregs, indicating the involvement of this population in MASH progression (Supplemental Figure 4D). Although no significant differences were observed with respect to total CD4^+^ T cell frequency and number between WT and dKO cells (Figure 3B and Supplemental Figure 3D), tissue-resident memory (CD44^hi^CD62L^lo/–^CD69^+^) CD4^+^ T cells were increased in dKO cells in MASH (Figure 4A). While T helper 2 (Th2) (CD4^+^IL4^+^) cell frequencies were similar in dKO CD4^+^ T cells compared with WT CD4^+^ T cells, Th1 (CD4^+^IFN-γ^+^) and Th17 (CD4^+^IL17A^+^) cells were reduced (Figure 4, B–D). The remarkable change was that dKO hepatic CD4^+^ T cells showed increase of both frequency and cell number of Tregs (CD4^+^Foxp3^+^) in MASH (Figure 4E and Supplemental Figure 4E). In accordance with this, elevated IL-10–producing CD4^+^ T cells were found in MASH dKO mice (Figure 4F). Importantly, Treg populations in the spleen and cervical lymph node showed no significant differences between WT and dKO mice fed CD (Supplemental Figure 4F), suggesting that Treg expansion observed in dKO mice was specific to the liver tissue. To corroborate these findings, we sorted CD4^+^ T cells from liver with MASH and performed bulk RNA-Seq analysis. Based on a cut-off of a fold change greater than 1.5 and less than 0.5 with *P* < 0.05, we identified 560 significantly differentially expressed genes, of which 475 genes were upregulated and 85 genes were downregulated in dKO CD4^+^ T cells compared with WT CD4^+^ T cells (Supplemental Figure 4G). Transcriptional profiling of CD4^+^ T cells revealed a pronounced skew toward Tregs in dKO CD4^+^ T cells showing higher expression of *Foxp3*, *Ikzf2*, and *Ctla4* compared with WT CD4^+^ T cells (Figure 4G). We further performed gene set enrichment analysis (GSEA) and found that IL-2 STAT5 signaling, which is essential for Treg differentiation, was upregulated in dKO CD4^+^ T cells (Supplemental Figure 4H). In addition, genes upregulated in dKO CD4^+^ T cells were highly enriched for the Treg signature (29, 30) (Figure 4H). We next investigated whether these findings were recapitulated in the loss of Nr4a1 and Nr4a2 in T cells after induction of MASH. To this end, *Nr4a1^flfl/fl^Nr4a2^fl/fl^Cd4Cre-ER^T2^* mice, which express tamoxifen-inducible Cre recombinase in T cells, were subjected to a 6-week CD, followed by tamoxifen injection for 5 consecutive days and subsequent analysis after 6 weeks (Supplemental Figure 4I). Histological analysis demonstrated an attenuation of liver fibrosis in *Nr4a1^fl/fl^Nr4a2^fl/fl^Cd4Cre-ER^T2^* mice (idKO mice) (Supplemental Figure 4J). In addition, flow cytometric analysis revealed a reduction of infiltrated macrophages, and IL-17a–producing Th17 cells were found in the liver of idKO, mice whereas dKO Tregs were increased (Supplemental Figure 4, K–N). Altogether, these data suggest that loss of the Nr4a family in T cells promotes hepatic Treg expansion in liver inflammation caused by metabolic stress, and Tregs might be implicated in the process of MASH development.

### dKO Tregs are clonally expanded during MASH progression.

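Hepatic CD4+ T cells pooled from 2 WT mice and from 2 dKO mice fed CD for 8 weeks were captured in droplets with a 5′ kit, which counts each RNA molecule once by its unique molecular identifier (UMI). For each genotype the authors deposited 1 table of UMI counts per gene and cell, as their Cell Ranger pipeline assigned them on mm10, limited to the droplets called as cells and without normalization. The table labelled WT holds 10602 cells with 23494155 UMIs, and the table labelled dKO holds 17645 cells with 37966611 UMIs. No cell has fewer than 500 UMIs. After the filters of the paper's methods, more than 200 genes and under 5% mitochondrial counts per cell, 10556 and 17462 cells remained. Their medians were 1679 and 1685 UMIs and 933 and 950 genes per cell. UMIs were summed over the cells of a group in each library and divided by all UMIs of that group, in CPM. The files do not separate the cells of the 2 mice, so each genotype is 1 library without replicates, and no test between the genotypes was run. Intervals in parentheses are exact 95% intervals (Poisson for CPM, conditional binomial for ratios of CPM, Clopper-Pearson for shares of cells) and cover counting error only.
The targeted genes were counted first, as a check of the labels. *Nr4a1* (ENSMUSG00000023034, chromosome 15 of GRCm38 from 101254269 to 101274795) had 725 CPM (714 to 736) in the library labelled WT and 1659 CPM (1646 to 1672) in the library labelled dKO. *Nr4a2* (ENSMUSG00000026826, chromosome 2 from 57106830 to 57124003) had 183 CPM (178 to 189) and 306 CPM (300 to 311). Both genes therefore go against the label over all cells. With TMM scaling of the summed profiles the log2 ratio of *Nr4a1*, dKO over WT, was 1.23 in place of 1.20. The counts give the gene of each UMI and not its exon, so RNA from the exons left outside the floxed segments is counted together with intact RNA. For this reason the libraries are named by their labels, and every direction from WT to dKO rests on those labels.

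**Figure D1:**
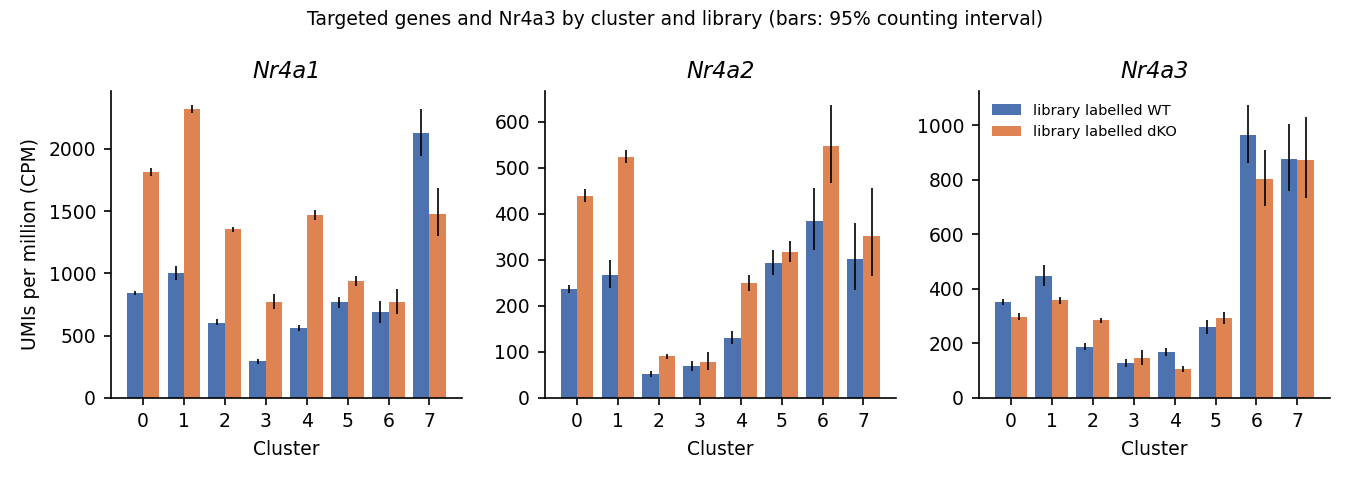
CPM of *Nr4a1*, *Nr4a2* and *Nr4a3* (y axes) in each of 8 clusters of cells (x axes) for the library labelled WT and the library labelled dKO, with bars for the 95% counting interval. *Nr4a1* is higher in the library labelled dKO in clusters 0 to 5, overlaps in cluster 6 and is lower in cluster 7 (2127 against 1480 CPM).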

To further dissect the cellular composition of hepatic CD4^+^ T cells in MASH, we performed combined scRNA and single-cell TCR (scTCR) sequencing of hepatic CD4^+^ T cells from WT and dKO mice fed CD. All data sets were aligned using 10X Genomics Cell Ranger pipelines, and clustering was performed using the Seurat package (31). 

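The deposited files give no cluster for any cell, so the clusters were rebuilt with Seurat from the 28018 filtered cells and the 18000 genes found in more than 3 of them. Counts were log-normalized with a scale factor of 10000, the libraries were integrated on 2000 variable genes per library and 30 dimensions, and 9 principal components were clustered at a resolution of 0.1, which gave 8 clusters. The clusters are numbered from 0 by size, and the paper's name for each stands beside its number, taken from the markers that the paper lists. At a resolution of 0.2 there were 11 clusters, with 15 principal components 10, and with the libraries merged without integration 7. Of all cells, 90.5% stayed in the matching cluster without integration. When the genes that the paper names were left out of the clustering, 96.5% did. Predicted doublets, 1002 cells of the library labelled WT and 2512 of the library labelled dKO, were kept here and removed only as an alternative.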

After filtering the scRNA-Seq data, a total of 27,979 cells were visualized using a uniform manifold approximation and projection (UMAP) analysis and clustered into 8 distinct populations (Figure 5A). Cell identities for each cluster were annotated based on differential expression of canonical marker genes (Supplemental Figure 5A): The Th1/CTL cluster represented the largest population and was heterogenous with *Ifn*g and *Nkg7* expression. 

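Cluster 0 (the paper's Th1/CTL) held 5464 cells of the library labelled WT and 4840 of the library labelled dKO. *Ifng* (chromosome 10) had 264 CPM (257 to 272) in this cluster, the highest of the 8 clusters, followed by 117 CPM (92.2 to 146) in cluster 6. *Nkg7* (chromosome 7) had 815 CPM (803 to 828) in cluster 0 and 695 CPM (679 to 711) in cluster 1. The genes with the highest ratio over all other cells were *Klrk1*, *Fasl*, *Il17f*, *Ifng* and *Il17a*. Of the markers fixed beforehand, the leading 10 genes of the cluster held 2 of natural killer T cells (*Klrk1* and *Xcl1*) and 1 each of Th1/CTL, Tcm and Th17 cells, so the cluster is compared by its number.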

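*Foxp3* (ENSMUSG00000039521, chromosome X from 7573644 to 7595245) had 454 CPM (441 to 467) in cluster 1 (the paper's Treg_Foxp3) and 156 CPM (127 to 189) in cluster 6 (the paper's Treg_Helios). The next highest level was 109 CPM (101 to 118) in cluster 4. From the lists fixed beforehand, the leading 10 genes of cluster 1 held *Tnfrsf9*, *Klrg1* and *Il10* of the list for Treg_Foxp3, and none of the general list for Tregs. *Ikzf2*, which encodes Helios (ENSMUSG00000025997, chromosome 1 from 69531214 to 69687245), had 2909 CPM (2779 to 3043) in cluster 6, 1292 CPM (1270 to 1314) in cluster 1 and 391 CPM (375 to 407) in cluster 4. Cluster 6 was also set apart by its RNA. Ribosomal protein genes took 3.65% of its UMIs against 17.4% in cluster 1, and the nuclear RNA *Malat1* had 16420 CPM against 7249 CPM. None of its leading 10 genes was a marker of any class fixed beforehand, so it is left unnamed.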

Based on the expression of *Foxp3* and *Ikzf2*, we identified 2 Treg clusters, Treg_Foxp3 and Treg_Helios. Tcm cluster, which had high expression of *Cd44* and *Cd69*, represented central memory T cell characteristics, while naive-like cluster showed the highest expression of *Tcf7*, *S1p1r*, and *Ccr7*. 

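Cluster 2 (the paper's Tcm) had *Cd44* (chromosome 2) at 875 CPM (861 to 889) and *Cd69* (chromosome 6) at 443 CPM (433 to 453). *Cd44* had 845 CPM (776 to 919) in cluster 6, and *Cd69* had 389 CPM (380 to 398) in cluster 0. For *Cd44* the order of clusters 2 and 6 differed between the libraries. It had 619 CPM (595 to 644) and 818 CPM (725 to 919) in the one labelled WT. In the one labelled dKO it had 951 CPM (935 to 968) and 876 CPM (775 to 988), where the intervals overlapped. The genes that led cluster 2 were *Klk1*, *Siglech*, *Cox6a2*, *Cd300c* and *Ly6d*. *Siglech*, a marker of plasmacytoid dendritic cells, had 2050 CPM (2029 to 2072) there and at most 53.6 CPM (46.6 to 61.5) elsewhere, in cluster 5. *Cd3e* had 127 CPM (121 to 132) in cluster 2, the lowest of the 8 clusters. In cluster 3 (the paper's naive-like) *Tcf7* had 639 CPM (612 to 668), *S1pr1* 417 CPM (395 to 440) and *Ccr7* 914 CPM (881 to 948). *Ccr7* reached 977 CPM (882 to 1080) in cluster 7, where the intervals of both clusters overlap, and *Tcf7* had 471 CPM (406 to 544) there. The leading 10 genes of cluster 3 held the naive markers *Dapl1*, *Lef1* and *Ccr7*.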

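*Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) had 806 CPM (783 to 829) in cluster 4 (the paper's cycling cluster) and at most 53.9 CPM (37.5 to 75.0) elsewhere, in cluster 6. Cluster 4 was led by *Pclaf*, *Birc5*, *Ccna2*, *Ube2c* and *Ccnb2*.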

The cycling cluster had high expression of *Mki67*, which encodes a nuclear protein expressed in proliferating cells. We identified Mixed_myeloid cluster showing the highest expression of representative myeloid cell marker genes *Lyz2* and *Apoe* as previously reported in CD8^+^ T cell transcriptome analysis (32). 

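*Lyz2* (chromosome 10) had 6686 CPM (6605 to 6768) in cluster 5 (the paper's Mixed_myeloid) and at most 70.9 CPM (47.1 to 102) in the other clusters. *Apoe* (chromosome 7) had 4356 CPM (4290 to 4422), against at most 132 CPM (98.3 to 173). The leading 10 genes of cluster 5 held the neutrophil markers *S100a8* and *S100a9* beside the myeloid markers *Lyz2* and *Csf1r*.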

Finally, a Th17 cell population that expresses *Ccr6*, *Rorc*, and *Il23r* was detected. In comparison between WT and dKO cells, 10,541 cells from WT and 17,438 cells from dKO mice were obtained. 

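Cluster 7 (the paper's Th17) held 106 cells of the library labelled WT and 76 of the library labelled dKO. *Ccr6* had 418 CPM (356 to 487) in this cluster and *Il23r* 390 CPM (331 to 457), each the highest of the 8 clusters. The leading genes were *Chad*, *Il22* (899 CPM, 808 to 997), *Cx3cl1*, *Cntn1* and *Kcnk1*, and *Cd3e* had 185 CPM (145 to 232) against 1014 CPM (1000 to 1028) in cluster 0.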

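By number, cluster 1 (the paper's Treg_Foxp3) made up 5.50% (5.08 to 5.96) of the cells of the library labelled WT and 35.9% (35.2 to 36.6) of the library labelled dKO. The difference was 30.4 percentage points (29.5 to 31.2). Without clusters 2 and 5, whose leading genes are not those of T cells, it was 42.6 points, the largest shift among 7 alternatives. Cluster 2 (Tcm) made up 15.6% (14.9 to 16.3) and 23.4% (22.8 to 24.1), and cluster 0 (Th1/CTL) 51.8% (50.8 to 52.7) and 27.7% (27.1 to 28.4). The naive-like cluster 3 fell by 8.12 points from 11.3% (10.7 to 11.9) and the cycling cluster 4 from 7.44% (6.94 to 7.95) to 3.34% (3.08 to 3.62). For cluster 6 (Treg_Helios), at 2.10% and 1.84%, the interval of the difference spanned 0 (−0.62 to 0.07 points). Since the named genes also define the clusters, the shares were computed once more from a clustering without them. Cluster 1 then held 6.45% and 35.6%, cluster 0 50.7% and 27.7%, and cluster 2 15.6% and 23.4%. The labels of both libraries are as deposited, and *Nr4a1* and *Nr4a2* go against them.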

Spatial distribution of hepatic CD4^+^ T cells was not affected between WT and dKO CD4^+^ T cells, whereas dKO cells exhibited an increase in the frequencies of cells in Treg_Foxp3 and Tcm clusters and reduction of the Th1/CTL cluster (Figure 5B). These results further confirmed prominent expansion of dKO Tregs in the liver of MASH mice. Thus, we focused our attention on investigating the Treg population. 

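As a measure that needs no clusters, the share of cells with a *Foxp3* UMI was taken after each cell was thinned to 2000 UMIs, which left out 6375 cells of the library labelled WT and 10144 of the library labelled dKO. It was 5.09% (4.45 to 5.80) of 4181 cells and 16.7% (15.8 to 17.5) of 7318 cells. Cluster 2, in which 0.972% and 4.38% of the thinned cells had a *Foxp3* UMI, gave 720 of the former and 3719 of the latter. The thinned cells are thus another mix of clusters than the whole libraries. Unthinned, the shares were 5.38% (4.96 to 5.83) and 22.0% (21.4 to 22.7). Free RNA and doublets can add to such shares. In cluster 5, whose myeloid cells should lack *Foxp3*, a UMI was found in 4.82% (2.51 to 8.27) of the thinned WT cells and 11.3% (8.58 to 14.5) of the thinned dKO cells, at median depths of 1838 and 2877.5 UMIs before thinning. In cluster 3 it was 0.808% (0.221 to 2.06) of the WT cells and 0 of 60 dKO cells (0 to 5.96), where the medians were 1793 and 1407 UMIs. The WT share over all cells is thus within the level of cluster 5, and the dKO share is above it. From the larger Treg_Foxp3 cluster in dKO cells (Figure 5B), beside its flow cytometry of other mice, the paper concludes that Tregs expand in the liver of dKO mice with MASH.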

We noticed that T cell immunoreceptor with Ig and ITIM domains (*Tigit*) and *Ikzf2* expression were in sharp contrast between Treg_Foxp3 and Treg_Helios (Figure 5C and Supplemental Figure 5B). Moreover, monocle pseudotime analysis demonstrated developmental trajectory from the Treg_Helios to the Treg_Foxp3 cluster (Supplemental Figure 5C), suggesting that the Treg_Foxp3 cluster contains more mature and activated Tregs. 

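The 2 clusters that the paper compares were summed over both libraries. *Tigit* (ENSMUSG00000071552, chromosome 16 from 43648867 to 43664146) had 1092 CPM (1072 to 1113) in cluster 1 and 310 CPM (268 to 355) in cluster 6, a log2 ratio of 1.82 (1.62 to 2.03). It was higher in cluster 1 within each library, with log2 ratios of 2.15 in the one labelled WT and 1.09 in the one labelled dKO. For *Ikzf2* the log2 ratio was −1.17 (−1.24 to −1.10). This contrast came from the library labelled dKO alone, where the log2 ratio was −1.93, against 0.19 in the library labelled WT. *Ikzf2* spans 156032 bases, and its ratio lay at the 41.7th percentile of 12 genes of like length and level in the same comparison, so it did not stand apart from other long genes. Within the libraries the percentiles were 16.7 and 66.7. Of the other genes of Figure 5C, *Tnfrsf4* (2.90), *Klrg1* (2.58) and *Lag3* (2.48) were further toward cluster 1, and *Rora* (−2.14) toward cluster 6. Across 7108 genes, the ratio of cluster 6 to cluster 1 rose with gene length (Spearman's rho 0.72). *Tnfrsf4*, *Lag3*, *Klrg1* and *Tigit* are shorter than *Ikzf2*, and *Rora* is longer. They were not compared with genes of like length, so gene length is not excluded as a cause of their contrasts.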

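Monocle3 was not available, and diffusion pseudotime in scanpy (30 neighbours, 10 diffusion components), rooted in cluster 6, was used to order the cells of clusters 1 and 6. The root fixes cluster 6 at the start. Its cells had median pseudotimes of 0.176 in the library labelled WT and 0.195 in the library labelled dKO, against 0.860 and 0.899 for cluster 1. Of the 543 cells of cluster 6, 530 fell into the first of 3 parts with equal numbers of cells, 13 into the second and 0 into the last.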

Interestingly, when we adaptively transferred naive CD4^+^ T cells into *Rag2^–/–^* mice, a minor but discernible population of Tregs within transferred CD4^+^ T cells in the liver of both SD- and CD-fed recipients was observed (Supplemental Figure 5, D and E). Notably, recipients fed with CD showed higher frequency of hepatic Tregs compared with those fed with SD (Supplemental Figure 5E). These data indicate that hepatic Tregs mainly originate from thymus as Foxp3^+^CD4^+^ T cells, while to a lesser extent, they also arise from the conversion of naive CD4^+^ T cells in the periphery (18). 

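The cells of cluster 1, 581 of the library labelled WT and 6263 of the library labelled dKO, were clustered again on their own principal components, at the lowest resolution, in steps of 0.05, that gave 2 subclusters (0.15), since the paper's text names no resolution. Subcluster 0, which had the higher *Tigit*, *Ctla4*, *Il10* and *Fgl2* and is set beside the paper's 1_0, had 110 cells of the library labelled WT and 4190 of the library labelled dKO. Subcluster 1 had 471 and 2073 cells. Median UMIs per cell were 1022 and 1126 in subcluster 0 and 1627 and 1614 in subcluster 1.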

To gain detailed characterization of Treg populations, the Treg_Foxp3 cluster was divided into 2 subclusters (1_0 and 1_1 cluster) by principal component analysis–based (PCA-based) clustering. We identified clustered cells by their expression of canonical Treg marker genes. 

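As the genes below also shape the subclusters, each log2 ratio of subcluster 0 over subcluster 1 is followed by its value after subclustering without the named genes into 3 groups, a setting chosen after the data were seen. *Tigit* had 1330 and 834 CPM (0.67 and 0.67), *Ctla4* 2849 and 1973 CPM (0.53 and 0.54), *Il10* (ENSMUSG00000016529, chromosome 1 from 131019845 to 131024974) 253 and 142 CPM (0.83 and 0.87) and *Fgl2* 503 and 297 CPM (0.76 and 0.86). With both libraries pooled, all 9 genes that Figure 5D shows as high in 1_0 were higher in subcluster 0 under both settings, with a median log2 ratio of 0.67 under each. Subcluster 0 has 110 cells of the library labelled WT and 4190 of the library labelled dKO, so these values come mostly from the latter. Within the library labelled WT, the log2 ratios of *Lag3* (−0.40) and *Klrg1* (−0.46) were below 0, but the intervals overlapped. *Lag3* had 23.9 CPM (4.94 to 70.0), from 3 UMIs, in subcluster 0 and 31.6 CPM (21.6 to 44.6) in subcluster 1. *Klrg1* had 223 CPM (148 to 323) and 306 CPM (273 to 342). Without the named genes 6 of the 9 were lower in subcluster 0 of that library, *Tigit* (−0.35) and *Ctla4* (−0.33) among them. These values rest on 90 cells and carry no intervals. Under that setting *Klrg1* was below 0 in the library labelled WT (−0.41) and in the library labelled dKO (−0.04), though its pooled ratio was 0.11.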

The 1_0 cluster had high expression of *Tigit*, *Ctla4*, *Il10*, and *Fgl2*, all of which were shown to be expressed on immunosuppressive Tregs (33). 

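*Il1rl1*, which encodes the interleukin 33 receptor, had 3.65 CPM (2.23 to 5.64) in subcluster 0 and 172 CPM (161 to 184) in subcluster 1, a log2 ratio of −5.56. *Areg* had 655 CPM (634 to 677) and 1132 CPM (1103 to 1162), and *Ikzf2* 1226 CPM (1197 to 1256) and 1363 CPM (1331 to 1395). Of the 8 genes that Figure 5D shows as high in 1_1, 7 were higher in subcluster 1, though for *Id2* the interval spanned 0 (log2 ratio −0.03, −0.09 to 0.03). The exception was *Gzmb*, with 312 CPM (298 to 327) in subcluster 0 and 227 CPM (214 to 241) in subcluster 1. For *Gzmb* and *Ikzf2* the direction differed between the libraries. In the library labelled WT the log2 ratio of subcluster 0 over subcluster 1 was −0.52 for *Gzmb* and 0.13 for *Ikzf2*, and in the library labelled dKO it was 0.48 and −0.19.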

We found high expression of *Areg*, *Il1rl1*, and *Ikzf2* in the 1_1 cluster and these genes are feature of Tregs that function in tissue repair upon muscle injury (34). Interestingly, gene expression profiles between the 1_0 and 1_1 cluster were mutually exclusive, suggesting that hepatic Foxp3-expressing Tregs were heterogenous (Figure 5D). 

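UMIs of genes of both sets were counted in 1394 cells of cluster 1 thinned to 2000 UMIs. Of these, 9 cells of the library labelled WT and 412 of the library labelled dKO were in subcluster 0, which holds 110 and 4190 cells unthinned. The shares below thus come mostly from deeper cells of subcluster 1. Free RNA and doublets can add to such shares to an extent that was not measured, and in cluster 5 of the library labelled dKO *Ctla4* had 494 CPM and *Tigit* 188 CPM. A *Tigit* UMI was found in 73.1% (69.4 to 76.5) of the 616 cells with an *Areg* UMI and in 77.1% (74.0 to 80.0) of the 778 cells without one. *Ctla4* was found in 91.6% (89.1 to 93.6) and 90.6% (88.3 to 92.6). *Il10* was found in 17.9% (14.9 to 21.1) and 24.6% (21.6 to 27.7). Among the 184 cells with an *Il1rl1* UMI, 73.4% (66.4 to 79.6) had *Tigit*, against 75.6% (73.1 to 78.0) of the 1210 cells without. Within the 1_1 set, *Areg* was found in 63.6% (56.2 to 70.5) of the cells with *Il1rl1* and in 41.2% (38.4 to 44.1) of those without.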

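Subcluster 0 made up 18.9% (15.8 to 22.4) of the cluster 1 cells of the library labelled WT and 66.9% (65.7 to 68.1) of those of the library labelled dKO, a difference of 48.0 percentage points. With the libraries merged without integration, where the lowest resolution that divided the cluster gave 3 subclusters in place of 2, the difference changed sign, to −3.43 points (91.8% and 88.4%). Subclustered without the named genes into 2 groups it was 17.0 points, with 83.0% (79.9 to 85.7) and 100%. In both alternatives the group counted held most cells of both libraries. Each is thus another division of the cluster than the main one, and neither tests the share of 1_0-like cells. With 1 cell counted per clonotype the shares were 10.6% (6.03 to 16.8) of 142 cells and 43.0% (38.3 to 47.6) of 454 cells. *Nr4a1* and *Nr4a2* are not lower in the library labelled dKO.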

Less than 25% of the Treg_Foxp3 population was composed of the 1_0 cluster in WT cells, while dKO cells had twice as many as WT cells (Figure 5E), suggesting that dKO Tregs acquired greater immunosuppressive competence. Within the dKO Treg_Foxp3 cluster, marked increases in *Foxp3-* and *Il10*-expressing cells were observed (Figure 5F). 

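Thinned to 2000 UMIs, 43.5% (36.3 to 51.0) of 186 cluster 1 cells of the library labelled WT and 51.2% (48.3 to 54.0) of 1208 of the library labelled dKO had a *Foxp3* UMI, and the intervals overlapped. Unthinned, they were 40.4% (36.4 to 44.6) of 581 and 42.6% (41.4 to 43.8) of 6263 cells. An *Il10* UMI was found in 6.99% (3.77 to 11.7) and 23.8% (21.5 to 26.3) of the thinned cells, and in 7.92% (5.85 to 10.4) and 20.2% (19.2 to 21.2) unthinned. In cluster 5 the thinned shares for *Il10* were 0.803% (0.0974 to 2.87) and 4.59% (2.90 to 6.87). Thinning left out 395 and 5055 cells of the cluster, whose cells had medians of 1415 and 1223 UMIs before it. By number of cells, 235 WT and 2668 dKO cells of the cluster had a *Foxp3* UMI.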

To further investigate this, we next reconstructed the trajectory of 2 Treg clusters, Treg_Foxp3 and Treg_Helios. Since the Treg_Helios cluster contained less mature Tregs, we designated this cluster as the root of pseudotime and analyzed transcriptional continuum of genes along with pseudotime. 

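The ordering was divided into 3 parts of equal numbers of cells, with 520, 171 and 112 cells of the library labelled WT. In that library *Foxp3* had 284 CPM (254 to 317) in the first part, 380 CPM (309 to 463) in the second and 434 CPM (320 to 575) in the last. In 4 parts it had 228 CPM (199 to 261), 500.0 CPM (428 to 581), 385 CPM (286 to 507) and 391 CPM (260 to 565), where the last part rests on 73 cells and 28 UMIs.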

*Foxp3* expression was relatively low at the earlier stage, induced at the intermediate stage, then gradually dropped in WT cells. However, expression of *Foxp3* in dKO cells was higher than in WT cells even at the start point and maintained over pseudotime. 

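In the library labelled dKO, with 1943, 2291 and 2350 cells in the 3 parts, *Foxp3* had 451 CPM (429 to 473), 482 CPM (459 to 506) and 430 CPM (406 to 456). The log2 ratio, dKO over WT, was 0.67 (0.49 to 0.84) in the first part, 0.34 (0.05 to 0.65) in the second and −0.01 (−0.43 to 0.44) in the last. A division into 4 parts moved the ratio at the start most, to 0.89. Over the whole of cluster 1 *Foxp3* had 388 CPM (352 to 426) and 462 CPM (449 to 476), a log2 ratio of 0.25. In the library labelled WT 222 of the 803 ordered cells belong to cluster 6, whose RNA is rich in *Malat1*, and most of them lie in the first of the 3 parts.

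**Figure D2:**
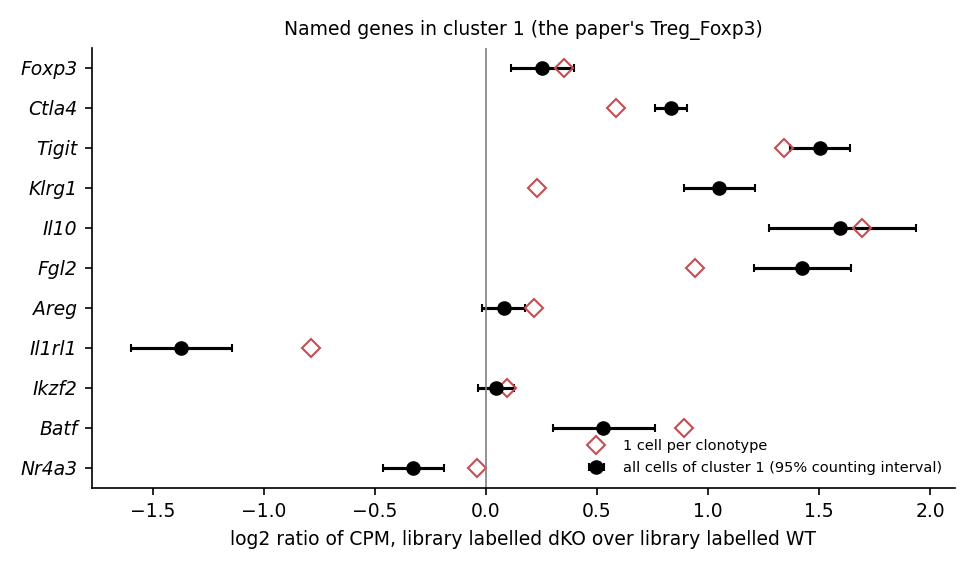
Log2 ratio of CPM, library labelled dKO over library labelled WT (x axis), for named genes in cluster 1 (y axis); filled circles are all cells with the 95% counting interval, open diamonds 1 cell per clonotype. *Klrg1* moves from 1.05 to 0.23 when each clonotype counts once, and *Tigit* from 1.50 to 1.34.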

*Klrg1* expression was inducible in both WT and dKO cells, while being sustained in dKO cells. 

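*Klrg1* (ENSMUSG00000030114, chromosome 6 from 122270596 to 122282882) had 220 CPM (193 to 249), 265 CPM (206 to 335) and 298 CPM (205 to 419) in the 3 parts of the library labelled WT. In the library labelled dKO it had 453 CPM (431 to 476), 686 CPM (659 to 714) and 695 CPM (664 to 728). The log2 ratio was 1.04 (0.85 to 1.24) at the start and 1.22 (0.73 to 1.76) at the end. In 4 parts the library labelled WT had 152 CPM (128 to 180), 438 CPM (371 to 514), 308 CPM (220 to 419) and 195 CPM (107 to 328), and the library labelled dKO 371, 666, 703 and 699 CPM. In 3 parts along the first principal component the former had 229, 195 and 356 CPM. In cluster 1 as a whole *Klrg1* had 297 CPM (266 to 331) and 616 CPM (600 to 632).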

Expression levels of *Tigit* consistently stayed higher in dKO cells, whereas WT cells expressed *Il10* at substantially lower levels (Supplemental Figure 5F). These results from scRNA-Seq data were validated using flow cytometry analysis, revealing upregulation of cell-surface molecules highly expressed in the 1_0 cluster. 

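*Tigit* had 318 CPM (286 to 353), 388 CPM (316 to 471) and 443 CPM (328 to 586) in the 3 parts of the library labelled WT, and 958 CPM (927 to 991), 1233 CPM (1196 to 1271) and 1320 CPM (1277 to 1365) in the library labelled dKO. *Il10* had 50.5 CPM (38.1 to 65.6), 73.0 CPM (43.9 to 114) and 54.2 CPM (19.9 to 118), the last from 6 UMIs, against 166 CPM (153 to 180), 217 CPM (201 to 233) and 275 CPM (256 to 296). For *Il10* the log2 ratio of cluster 1 was 1.60 (1.27 to 1.93).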

(Figure 5G). Notably, frequencies of Tigit^+^ Tregs were similar between WT and dKO splenocytes from mice fed CD, suggesting local expansion of dKO Tregs in the liver during MASH (Supplemental Figure 5G). We next analyzed the TCR repertoire data obtained from scTCR sequencing data using scRepetoire (35). Although both WT and dKO CD4^+^ T cells exhibited largely low-frequency clonotypes, highly expanded clones were more prevalent in dKO cells (Supplemental Figure 5H). Consistent with this, reduction of clonal diversity as measured by 5 distinct metrics was observed in dKO T cells (Supplemental Figure 5I). These data suggest that loss of Nr4a1/2 in T cell promotes clonal expansion of hepatic CD4^+^ T cells during MASH development. We then analyzed clonotype sharing between WT and dKO cells. As a result, clonal expansion scatter plots showed individual expansions in most clonotypes (Supplemental Figure 5J). These finding demonstrate a distinct clonal expansion pattern between WT and dKO CD4^+^ T cells in MASH. We next integrated scTCR-Seq data with scRNA-Seq data to trace the expanded clones. Expanded clones were identified in distinct clusters between WT and dKO cells; WT clones were distributed to the Th1/CTL cluster. On the other hand, dKO cells contained highly expanded clones, primarily within the Treg_Foxp3 cluster. It should be noted that these highly expanded clones in dKO cells were mainly restricted to the 1_0 cluster (Figure 5H). Similar results were obtained from the top 3 clones in each group (Figure 5, I and J). Overall, these data suggest that loss of Nr4a1/2 in T cells promotes expansion of hepatic Tregs, particularly, that possess high potency for antiinflammation.

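From the same droplets, the authors deposited the T cell receptor contigs that Cell Ranger assembled, with the UMI count, the V and J genes and the CDR3 of each. Every contig listed is marked full length and productive. Contigs were found for 3845 cells of the library labelled WT and 4906 of the library labelled dKO, and all of these cells are in the count tables. A clonotype was defined by the V gene, J gene and CDR3 nucleotides of both an α (TRA) and a β chain (TRB), in filtered cells. This left 2175 and 2420 cells, with median UMIs of 4 and 5 for TRA and of 5 and 6 for TRB. A TRB chain was recovered for 3455 and 4096 cells. The recovery differed by cluster. It was highest in cluster 4, with 52.7% (49.2 to 56.3) and 61.9% (57.8 to 65.9), and under 10% in clusters 2, 6 and 7, with 6.93% (5.75 to 8.26) and 5.82% (5.12 to 6.58) in cluster 2. Cells with at least 2 TRB chains numbered 155 and 87. As each genotype is 1 library, shares carry counting intervals, and diversity was compared over 1000 random draws of equal numbers of cells.

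**Figure D3:**
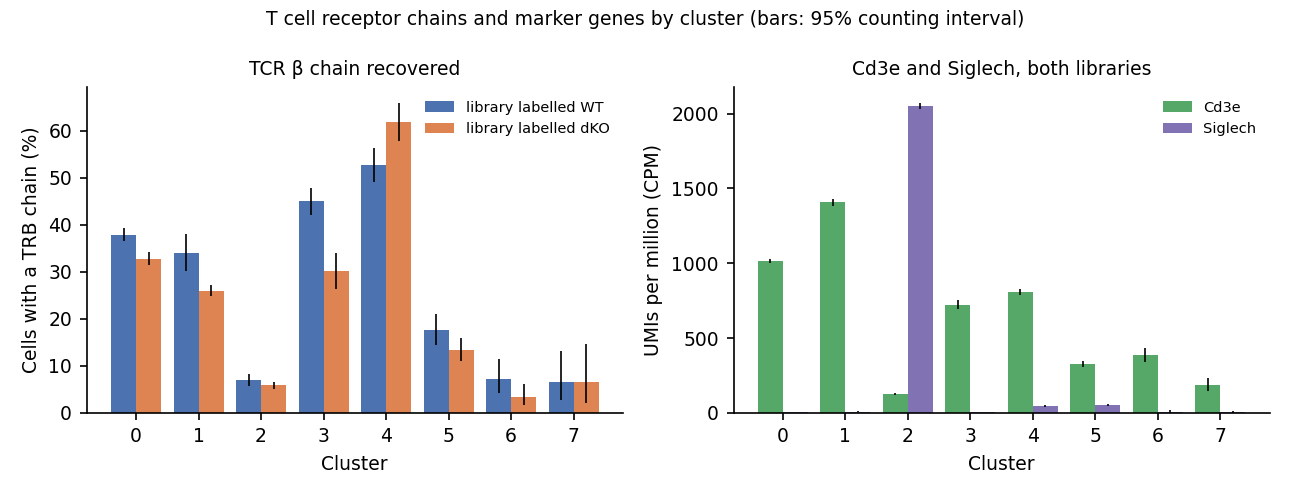
Left, percent of cells with a TRB chain (y axis) by cluster (x axis) in each library; right, CPM of *Cd3e* and *Siglech* over both libraries (y axis) by cluster (x axis); bars are 95% counting intervals. Cluster 2 has the lowest *Cd3e* and nearly all *Siglech*.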

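The 2175 cells of the library labelled WT fell into 1448 clonotypes and the 2420 of the library labelled dKO into 1387. Of these, 88.1% and 84.4% were seen in a single cell. Clones of more than 5 cells held 24.2% (22.4 to 26.0) of the WT cells, in 35 clones, and 32.4% (30.6 to 34.3) of the dKO cells, in 38 clones. Clones of more than 20 cells held 10.6% (9.36 to 12.0), in 6 clones, and 19.9% (18.3 to 21.5), in 7 clones. A clone of more than 100 cells was found in the library labelled dKO only, with 281 cells, 11.6% (10.4 to 13.0) of its clonotyped cells. The largest clone of the library labelled WT had 70 cells. With the largest clone of each library left out, an alternative chosen after the data were seen, the shares were 21.7% (19.9 to 23.5) and 23.6% (21.8 to 25.4) for clones of more than 5 cells and 7.65% (6.55 to 8.87) and 9.35% (8.15 to 10.7) for more than 20, so a difference was not detectable at this depth. Among 6 alternatives fixed beforehand, the clonotype numbers given by Cell Ranger moved the difference in the share of clones of more than 5 cells most, from 8.25 to 5.75 percentage points.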

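The inverse Simpson index, the effective number of equally large clonotypes, was 268 (middle 95% of draws 240 to 296) for 1500 cells of the library labelled WT and 62.5 (54.0 to 71.9) for 1500 of the library labelled dKO. This is a log2 ratio of −2.10 (−2.33 to −1.85). With the largest clone of each library left out, the indices were 349 and 316, a log2 ratio of −0.14 (−0.33 to 0.04), so the order of this index rests on 1 clone. The Shannon index was 6.54 and 6.09, a log2 ratio of −0.10 (−0.12 to −0.08), Chao1 8239 (6866 to 10103) and 5429 (4531 to 6610), and ACE 8951 (7804 to 10291) and 6298 (5401 to 7241). The inverse Pielou measure, which rises as clones become less even, was 0.0592 (0.0551 to 0.0632) and 0.109 (0.101 to 0.116). Without the largest clones, the log2 ratio of Chao1 was −0.53 (−0.90 to −0.20) and that of the inverse Pielou measure 0.12 (−0.03 to 0.26). With Cell Ranger's clonotype numbers the log2 ratio of Chao1 was −0.23 (−0.70 to 0.22), and with TRB alone it was −0.87 (−1.28 to −0.47). Within cluster 0, at 683 cells, the order was the opposite, with inverse Simpson indices of 166 (143 to 193) in the library labelled WT and 252 (228 to 280) in the library labelled dKO.

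**Figure D4:**
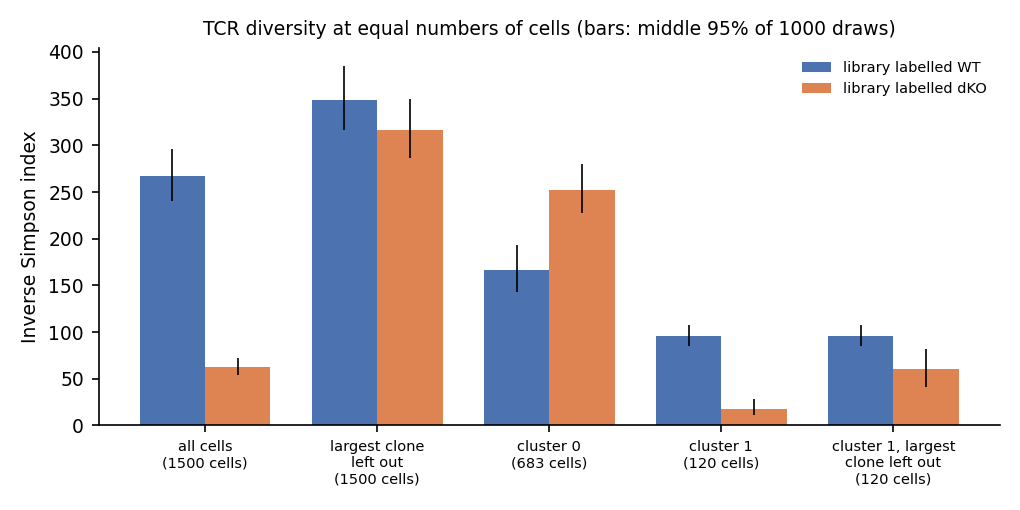
Inverse Simpson index (y axis) at equal numbers of cells for the library labelled WT and the library labelled dKO, over all clonotyped cells and in parts of them (x axis); bars show the middle 95% of 1000 draws. The gap of 268 against 62.5 over all cells shrinks to 349 against 316 without the largest clone of each library.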

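No clonotype was found in both libraries, among 1448 and 1387. With the TRB chain alone 5 of 2079 and 2004 clonotypes were shared, and with the CDR3 amino acids of both chains 2 of 1433 and 1372. Of the 5, the one with the most cells in the library labelled WT had 11 there, and another had 13 in the library labelled dKO. None of the shared ones had more than 5 cells in both.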

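Among the 526 cells of the library labelled WT in clones of more than 5 cells, 74.5% (70.6 to 78.2) were in cluster 0 (the paper's Th1/CTL) and 19.0% (15.7 to 22.6) in the cycling cluster 4. Cluster 1 held 1.71% (0.785 to 3.22) of them. Of all clonotyped cells of that library, 59.0% were in cluster 0. Counting only clones of more than 20 cells moved the share in cluster 0 to 70.6%.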

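Among the 785 cells of the library labelled dKO in clones of more than 5 cells, 64.2% (60.7 to 67.6) were in cluster 1 (the paper's Treg_Foxp3), 16.8% (14.3 to 19.6) in cluster 0 and 9.30% (7.36 to 11.6) in cluster 4. Of all its clonotyped cells, 42.1% were in cluster 1. Over clones of more than 20 cells the share in cluster 1 was 72.1% (67.9 to 76.1), and with TRB alone 59.6%. The largest clone alone gave 223 of the 504 expanded cells in cluster 1.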

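Of these 504 cells, 395 were in subcluster 0, or 78.4% (74.5 to 81.9), and 109 in subcluster 1. For clones of more than 20 cells the share in subcluster 0 was 83.0% (78.6 to 86.8) of 347 cells. For the library labelled WT, 9 cells of clones of more than 5 cells were in cluster 1, and 0 cells of clones of more than 20.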

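The largest clones of the library labelled WT had 70, 54 and 37 cells, of which 44.3% (32.4 to 56.7), 90.7% (79.7 to 96.9) and 81.1% (64.8 to 92.0) were in cluster 0. The first of them had 54.3% (41.9 to 66.3) of its cells in cluster 4. The largest clones of the library labelled dKO had 281, 61 and 35 cells. The first used TRAV6-1 and TRAJ30 with the CDR3 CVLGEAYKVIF, and TRBV13-1 and TRBJ2-4 with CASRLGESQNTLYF. It had 79.4% (74.2 to 83.9) of its cells in cluster 1, 62.6% (56.7 to 68.3) of them all in subcluster 0, and a *Foxp3* UMI in 39.9% of its cells. The second had 86.9% (75.8 to 94.2) in cluster 1. The third had 62.9% (44.9 to 78.5) in cluster 0 and 2.86% (0.0723 to 14.9) in cluster 1. *Foxp3* had 300.0, 336 and 32.8 CPM in these clones, and *Ifng* 14.9, 8.41 and 246 CPM. In the WT clones *Ifng* had 202, 227 and 647 CPM. The paper proposes that losing Nr4a1/2 in T cells promotes the expansion of hepatic Tregs with a strong antiinflammatory potential.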

### Nr4a1 and Nr4a2 inhibit Treg proliferation.

To elucidate the mechanisms by which the Nr4a family controls Treg expansion, we investigated Treg homeostasis in vitro. First, we sorted CD4^+^CD25^hi^ Tregs from the spleen and cultured them for 5 days in the presence of IL-2, then analyzed Foxp3 stability. After cell sorting, more than 95% of cells expressed Foxp3, and 5 days of culture resulted in reduction of Foxp3 expression. In this setting, there was no significant difference between WT and dKO Tregs (Figure 6A and Supplemental Figure 6A). Similar results were obtained even after long-term culture (Supplemental Figure 6B). 

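*Nr4a3* (ENSMUSG00000028341, chromosome 4 from 48045153 to 48086447) is not targeted in the dKO mice. In cluster 1 it had 447 CPM (409 to 488) in the library labelled WT, from 509 UMIs, and 357 CPM (345 to 369) in the library labelled dKO, from 3345 UMIs. The log2 ratio was −0.33 (−0.46 to −0.19). Across the alternatives it stayed below 0, from −0.61 with cluster 6 added to −0.04 with 1 cell per clonotype. In cluster 6 it had 964 CPM (863 to 1074) and 801 CPM (704 to 908). Over all cells the values were 291 CPM (284 to 298) and 295 CPM (289 to 300). The subclusters of cluster 1 differ in *Nr4a3*, with 219 CPM (207 to 232) in subcluster 0 and 528 CPM (508 to 548) in subcluster 1, and the library labelled dKO holds relatively more of subcluster 0. Within each of them *Nr4a3* was not lower under the dKO label. It had 152 CPM (91.3 to 237) and 220 CPM (208 to 233) in subcluster 0, where the interval of the ratio spanned 0. In subcluster 1 it had 484 CPM (442 to 529) and 539 CPM (516 to 562), a log2 ratio of 0.15 (0.01 to 0.30). In cluster 1 as a whole, *Nr4a1* had 1002 CPM (945 to 1062) and 2319 CPM (2288 to 2350), against the label.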

Notably, scRNA-Seq analysis revealed strong upregulation of *Nr4a3* in dKO Tregs (Figure 6B). Together, these data indicate that Nr4a3 alone is sufficient to induce and maintain Foxp3 expression. We next asked whether the Nr4a family regulates Treg survival or proliferation. While the viability of Tregs was similar between 2 groups, as shown by annexin V staining, CellTrace Violet (CTV) assay demonstrated promoted cell division in dKO Tregs (Figure 6, C and D), indicating that Nr4a1/2 limits Treg proliferation but not cell death. This was supported by acute deletion of *Nr4a1* and *Nr4a2* after exposure of *Nr4a1*- and *Nr4a2*-floxed, Cre-ER^T2^–expressing Tregs to 4-hydroxytamoxifen, which resulted in increased cell proliferation (Supplemental Figure 6C). Furthermore, we assessed the cell cycle distribution of Tregs with a DNA-labeling dye and found that more dKO Tregs were detected in the S and G2/M phase compared with WT Tregs (Figure 6E). 

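Cells of clusters 1 and 6 were scored for the cell cycle with Seurat's CellCycleScoring, from 43 S phase and 54 G2/M phase genes, after thinning to 2000 UMIs. S or G2/M phase was assigned to 47.6% (41.0 to 54.3) of 229 cells of the library labelled WT and 47.4% (44.6 to 50.3) of 1223 of the library labelled dKO. The difference of −0.17 percentage points (−7.43 to 7.03) was not detectable at this depth. Thinning left out 574 and 5361 cells. At 1000 UMIs, with 221 and 2083 cells left out, the shares were 49.5% (45.3 to 53.6) and 56.2% (54.8 to 57.7), a difference of 6.75 points (2.35 to 11.1). Unthinned, they were 51.8% (48.3 to 55.3) and 54.6% (53.4 to 55.9). The lowest difference among 4 alternatives was −2.82 points. Over all thinned cells these phases were assigned to 51.7% and 39.7%, though the cycling cluster 4 held 7.44% and 3.34% of the cells. In the thinned cells of clusters 1 and 6 a *Mki67* UMI was found in 8.30% (5.07 to 12.7) and 3.92% (2.91 to 5.17), lower in the library labelled dKO. The phase shares therefore cannot be read as shares of dividing cells. Any Tregs placed in the cycling cluster 4 are not covered. That cluster held 12.3% of the WT cells with a *Foxp3* UMI and 6.03% of the dKO ones.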

Consistent with this, we also found increased cycling cells in hepatic Treg population in MASH dKO mice (Supplemental Figure 6D). In contrast, Nr4a2 overexpression in Tregs led to a severe proliferation defect (Figure 6F). Finally, we investigated whether these observations were due to CD4^+^ T cell–intrinsic function of the Nr4a family in Treg proliferation. To address this, we used Rag2^–/–^ mice lacking lymphocytes, fed them CD for 1 week, then adaptively transferred CD4^+^ T cells isolated from WT or dKO mice, followed by another 3 weeks of CD feeding (Figure 6G). As a result, frequency of Foxp3^+^ Tregs decreased in WT cells after transfer, while they were retained in dKO cells (Figure 6H). Taken together, these data suggest that Nr4a1/2 negatively regulates Treg proliferation in response to TCR stimulation, which may control MASH progression.

### The Nr4a/Batf axis functions in Treg proliferation.

To gain insight into the clonal expansion of dKO Tregs in MASH, we sought the downstream target genes of the Nr4a family in Tregs in our scRNA-Seq data. We noted that a transcription factor, basic leucine zipper ATF-like transcription factor (Batf), which has been shown to play a crucial role for Treg development in the tumor microenvironment (36), was expressed on the Tregs_Foxp3 cluster that was remarkably expanded in dKO cells (Supplemental Figure 7A). 

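*Batf* (ENSMUSG00000034266, chromosome 12 from 85686669 to 85709087) had 153 CPM (131 to 177) in cluster 1 of the library labelled WT, from 174 UMIs, and 221 CPM (211 to 230) in that of the library labelled dKO, from 2067 UMIs. The log2 ratio was 0.53 (0.30 to 0.76). The alternative that moved it most, 1 cell per clonotype, gave 0.89. Subcluster 0, of which the library labelled dKO holds relatively more, had 165 CPM (154 to 176), and subcluster 1 had 266 CPM (252 to 281). Within subcluster 1 the log2 ratio, dKO over WT, was 0.91 (0.67 to 1.16). Within subcluster 0 it was 0.38 (−0.33 to 1.19), where the interval spanned 0. *Batf* was also higher under the dKO label in cluster 0, with 101 CPM (94.9 to 107) and 207 CPM (198 to 217), and in cluster 4, with 116 CPM and 221 CPM.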

We found that upregulated *Batf* expression was observed in the Tregs_Foxp3 cluster in dKO cells (Figure 7A). Trajectory analysis of the Treg_Foxp3 and Treg_Helios clusters revealed that *Batf* transcription in dKO cells was strongly induced and maintained at high levels even in the later stage of pseudotime (Supplemental Figure 7B). In contrast, enforced Nr4a2 expression in CD4^+^ T cells suppressed *Batf* gene expression (Supplemental Figure 7C). 

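In the 3 parts of the ordering from cluster 6 to cluster 1, *Batf* had 118 CPM (98.8 to 140), 200 CPM (149 to 262) and 154 CPM (89.5 to 246) in the library labelled WT. In the library labelled dKO it had 246 CPM (230 to 263), 220 CPM (205 to 237) and 172 CPM (157 to 188). The log2 ratio was 1.06 (0.79 to 1.33) in the first part, 0.14 (−0.27 to 0.58) in the second and 0.16 (−0.53 to 0.95) in the last, so a difference was not detectable after the first of 3 parts at this depth. In 4 parts the log2 ratio was 0.40 (0.03 to 0.79) in the second, and the intervals of the third and the last spanned 0.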

Using flow cytometry analysis, we validated whether the Nr4a family regulates Batf expression in Tregs at protein levels upon activation. We stimulated CD4^+^ T cells with plate-coated α-CD3 antibody and observed that Batf protein was induced at 6 hours after stimulation in WT Foxp3^+^ Tregs, while dKO Tregs exhibited marked earlier and higher induction of Batf (Figure 7B). Similar results were also obtained when dKO cells were costimulated with α-CD3 and α-CD28 antibodies (Supplemental Figure 7D). Consistently, transduction of Nr4a2 into Tregs resulted in suppression of Batf expression upon stimulation (Figure 7C). We further examined whether the Nr4a family regulates Treg expansion via targeting Batf. We constructed vectors expressing shRNA against *Batf* and found that knockdown of Batf led to a proliferation defect in Tregs (Figure 7D and Supplemental Figure 7E). Conversely, overexpression of Batf in Tregs significantly decreased undivided cells (Figure 7E). Finally, we observed that silencing of Batf expression substantially reduced dividing cells in dKO Tregs (Figure 7F). Combined together, these findings suggest that Nr4a1/2 negatively regulates Treg proliferation through suppressing Batf expression upon cell activation.

### Loss of Nr4a1 and Nr4a2 in T cells leads to enhanced suppressive function in Tregs.

Our scRNA-Seq data revealed that the frequency of *Ki-67* expressing cells decreased, whereas immunosuppressive subcluster, characterized by high expression of *Il10* and *Ctla4*, increased in dKO cells (Figure 5, B and E). 

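A *Mki67* UMI was found in 9.71% (8.83 to 10.6) of 4181 thinned cells of the library labelled WT and 6.52% (5.96 to 7.11) of 7318 of the library labelled dKO. In cells of clusters 1 and 6 it was 8.30% (5.07 to 12.7) and 3.92% (2.91 to 5.17). Unthinned, the shares were 7.71% (7.21 to 8.24) and 4.76% (4.45 to 5.09) over all cells, and 5.85% (4.33 to 7.71) and 2.67% (2.30 to 3.09) in clusters 1 and 6. As background, 1.21% (0.446 to 2.62) of the thinned WT cells of the naive-like cluster 3 had one, and 0 of its 60 dKO cells (0 to 5.96). S or G2/M phase was assigned to 51.7% (50.2 to 53.2) and 39.7% (38.6 to 40.9) of all thinned cells. Cluster 2 gave 720 of the 4181 thinned WT cells and 3719 of the 7318 thinned dKO cells, so these are another mix than the whole libraries. *Ctla4* had 1431 CPM (1362 to 1502) and 2550 CPM (2518 to 2583) in cluster 1, and *Fgl2* 162 CPM (139 to 187) and 433 CPM (420 to 447).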

Expanded dKO Tregs in the MASH liver exhibited lower percentages of Ki-67^+^ cells compared with WT Tregs (Supplemental Figure 8A). Therefore, we next investigated whether *Nr4a1* and *Nr4a2* deficiency in T cell impacts the effector functions of Tregs. We isolated hepatic Tregs from MASH mice by sorting CD4^+^CD25^+^Tigit^+^ and performed coculture suppression assay. As shown in Figure 8A, dKO hepatic Tregs showed higher ability to suppress the proliferation of responder naive CD4^+^ T cells. To further examine the effects of Tregs, we crossed *Foxp3^eGFlP–CreERT2^* mice with *Nr4a1^fl/fl^Nr4a2^fl/fl^* mice, allowing for the inducible deletion of *Nr4a1* and *Nr4a2* in Tregs. Prior to MASH induction, mice received intraperitoneal administration of tamoxifen for 5 consecutive days. Subsequently, mice were fed CD for 8 weeks, with tamoxifen given once every 2 weeks during this period (Figure 8B). In the results, *Foxp3^eGFlP–CreERT2^* *Nr4a1^fl/fl^Nr4a2^fl/fl^* (iFoxp3dKO) mice showed attenuated liver fibrosis compared with *Nr4a1^fl/fl^Nr4a2^fl/fl^* mice (Figure 8C). Consistently, we found a reduction in macrophages and IL-17a–producing cells, though not in IFN-γ–producing cells in iFoxp3dKO mice (Figure 8, D and E, Supplemental Figure 8B). Unexpectedly, inducible deletion of *Nr4a1* and *Nr4a2* in Tregs resulted in a reduction of hepatic Tregs, despite the fact that iFoxp3dKO mice exhibited increased resistance to MASH (Figure 8F). These data suggest that dKO led to enhanced immunosuppressive functions in hepatic Tregs during MASH development. To further investigate these findings, we silenced Batf expression using shRNA in dKO Tregs. The results revealed that Batf-downregulated dKO cells produced less IL-10 compared with control cells, indicating that the Nr4a/Batf axis plays a role in regulating suppressive function in Tregs (Figure 8G).

## Discussion

MASH, which is a common clinical disease, is now a major cause of liver dysfunction and there is an urgent need to establish effective therapeutic strategies underpinned by complete understanding of its pathogenesis. In the early stage of MASLD, hepatocytes stressed by steatosis release proinflammatory mediators and damage-associated molecule patterns, which results in the secretion of proinflammatory cytokines and chemokines from hepatic macrophages (11). Given that excessive liver inflammation is widely recognized to be correlated with MASH progression and fibrosis development (2), we investigated how inflammatory responses during MASH are regulated by liver immune cells, particularly focusing on hepatic CD4^+^ T cells.

In recent years, unique populations of Tregs in nonlymphoid tissues such as visceral adipose tissue, skeletal muscle, and skin have been identified as important regulators for tissue homeostasis (18). However, the precise cellular mechanisms by which Tregs regulate inflammatory response in the liver is uncertain. The liver is a heterogeneous organ composed of hepatocytes in addition to diverse nonparenchymal cells, including endothelial cells, macrophages, T cells, B cells, and hepatic stellate cells. Recent advanced transcriptome analysis delineated the landscape of intracellular crosstalk in healthy and MASH liver (9, 37). We found that dKO mice contained less hepatic Ly-6C^+^ macrophages, which are crucial for inflammatory response and fibrosis (24, 38). Furthermore, hepatic CD11b^+^ cells in dKO mice displayed elevated expression of *Arg1* and *Nos2*, both known to be associated with tolerogenic characteristics (28). Meanwhile, the marker gene of MASH-associated M1 macrophages, *Trem2*, was highly expressed in CD11b^+^ cells from WT mice (7, 25). These data indicate that Tregs may directly or indirectly regulate macrophage polarization, shifting them from proinflammatory to antiinflammatory phenotypes. This notion is supported by a previous study, suggesting that Tregs in muscle tissue reduce CD11b^+^Ly-6c^hi^ myeloid cells that infiltrate damaged tissue (34). Alternatively, IL-10–producing Tregs may enhance macrophage function, particularly in terms of apoptotic cell engraftment during resolution of inflammation (39).

We also found a decrease of the hepatic Th17 subset in dKO mice. In both humans and mice with MASH, increased frequencies of hepatic Th17 cells were observed and the Th17/Treg ratio was higher in patients with MASH than MASLD (40). Inflammatory hepatic CXCR3^+^ Th17 cells have been identified as the driver for MASH development (41), while lacking *Il17* in mice attenuated hepatic inflammation (41–43). Thus, it is also plausible that expanded Tregs in dKO mice may selectively suppress proinflammatory Th17 cell response.

In this study, we conducted scRNA-Seq analysis of hepatic CD4^+^ T cells in the MASH mouse. This approach provides insights into the spectrum of heterogeneity among CD4^+^ T cells during MASH progression. Two distinct clusters, Treg_Foxp3 and Treg_Helios, were identified as Treg subsets based on their high expression of *Foxp3*. 

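*Bach2* had 719 CPM (655 to 787) in cluster 6 (the paper's Treg_Helios) and 67.5 CPM (62.6 to 72.6) in cluster 1, and *Satb1* 571 CPM (515 to 633) and 89.0 CPM (83.4 to 94.9). In the naive-like cluster 3 they had 753 CPM (723 to 784) and 981 CPM (947 to 1016). The order of clusters 3 and 6 for *Bach2* differed between the libraries, with 773 CPM (738 to 809) and 932 CPM (832 to 1040) in the one labelled WT and 696 CPM (640 to 756) and 482 CPM (408 to 566) in the one labelled dKO. *Id2* had 196 CPM (163 to 233) in cluster 6 and 867 CPM (849 to 885) in cluster 1. The differences held within each library for *Bach2*, with log2 ratios of cluster 1 over cluster 6 of −2.49 in the one labelled WT, and for *Satb1*, with −2.69. Across 7108 genes, the ratio of cluster 6 to cluster 1 rose with the length of the gene (Spearman's rho 0.72 across genes, which are not independent replicates). *Bach2* and *Satb1* lie on chromosomes 4 and 17.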

The Treg_Helios cluster characterized with high expression of *Bach2* and *Satb1* and low expression of *Id2* appeared to represent the resting Tregs subset (44). Considering the higher expression of *Ikzf2* and *Nrp1* in Treg clusters, hepatic Tregs were likely derived from thymus rather than being converted from Foxp3^–^CD4^+^ T cells in the periphery (18). However, we observed minor Foxp3^+^ T cells within transferred naive CD4^+^ T cells in the liver of *RAG2^–/–^* mice, suggesting a potential origin from Foxp3^–^CD4^+^ T cells through peripheral conversion. 

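*Nrp1* had 156 CPM (127 to 189) in cluster 6 and 55.2 CPM (50.8 to 59.9) in cluster 1. In cluster 1 it had 170 CPM (147 to 195) in the library labelled WT and 41.3 CPM (37.3 to 45.6) in the library labelled dKO, a log2 ratio of −2.04 (−2.29 to −1.78). Cluster 7 had 139 CPM (105 to 181) and cluster 0 had 78.4 CPM (74.5 to 82.4). *Ikzf2* had 1255 CPM (1191 to 1322) and 1296 CPM (1273 to 1319) in cluster 1 of the libraries labelled WT and dKO.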

While the origin of hepatic Tregs remains elusive, our data suggest that there are distinct mechanisms governing their development to regulate liver homeostasis. In our trajectory analysis, hepatic Treg clusters showed developmental connectivity illustrating the directional flow from the Treg_Helios to Treg_Foxp3 cluster. Indeed, the Treg_Foxp3 cluster had high expression of genes related to suppressive function of Tregs, such as *Tigit*, *Ctla4*, and *Il10*, indicative of mature Tregs phenotype (45). Further subclustering of the Treg_Foxp3 cluster revealed 2 distinct subpopulations. One of these subclusters represented an immunosuppressive population that had expression of *Il10*, *Tigit*, and *Ctla4*, whereas the other was marked by the expression of *Areg* and *Il1rl1*, which are characteristics of tissue repair. TIGIT^+^ Tregs represented in the immunosuppressive population were previously characterized as Tregs endowed with specific suppressor activities for Th1 and Th17 cell response (33).Notably, frequency of this subpopulation was more prominent in dKO cells than WT cells, further supporting the notion that dKO Tregs acquire enhanced effector functions and exert dampening effect on local inflammation, provably suppressing Th1/Th17 responses within MASH liver.

A recent advance in single-cell transcriptome enables simultaneous analysis of transcriptome and clonotype information by integration of scTCR-Seq with scRNA-Seq. This innovative approach is useful to dissect the clonal expansion dynamics of T cells and track the differentiation trajectory of the clones (32, 46, 47). Our findings indicate that dKO CD4^+^ T cells exhibited higher levels of clonal expansion compared with WT CD4^+^ T cells. Additionally, a substantial portion of this clonal expansion was correlated with the subcluster displaying *Tigit* expression in the Treg_Foxp3 cluster, further supporting the ameliorated liver inflammation in dKO mice. Future studies will be needed to investigate the antiinflammatory effect of these TCR repertoires during MASH progression. Although a small fraction of the dKO clones that highly expanded in the Tregs_Foxp3 cluster was also identified in different clusters such as the Tcm cluster, it remains uncertain whether these expanded Tregs were derived from small populations in another cluster or directly recruited from lymphoid organs in response to local inflammation. On the other hand, WT cells showed a relatively higher diversity of clonotypes compared with dKO cells and expanded clonotypes did not mostly overlap with those in dKO cells. Moreover, expanded clonotypes of WT cells were predominantly associated with the Th1/CTL cluster that had high *Ifng* expression. Thus, expanded CD4^+^ T cells between WT and dKO cells did not share the common TCR repertoire and could be distinguished as distinct subsets. 

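Among the cells of dKO clones of more than 5 cells, 57 of 785, or 7.26% (5.55 to 9.31), were in cluster 2 (the paper's Tcm). Of the largest clone, 25 of 281 cells, or 8.90% (5.84 to 12.9), were there. Over both libraries, the 352 cells of cluster 2 with a TRB chain had a median of 4657.5 UMIs, against 2831.5 for the 5386 without one. Their *Cd3e* level was 416 CPM (387 to 448) against 94.1 CPM (89.4 to 99.0), and their *Siglech* level 1471 CPM (1415 to 1529) against 2115 CPM (2093 to 2138).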

One can speculate that the expanded clonotypes within the Treg_Foxp3 cluster might selectively target the clones distributed to the Th1/CTL cluster, and the balance among those clonotypes could be potentially associated with severity of liver inflammation and MASH.

We observed that dKO Tregs underwent local expansion in inflamed tissue, with no such expansion observed in the spleen and cervical lymph node. This phenomenon was recapitulated in the liver of *Rag2*^–/–^ recipients with MASH adaptively transferred dKO CD4^+^ T cells, indicative of CD4^+^ T cell–intrinsic mechanisms. Surprisingly, similar local expansion in dKO Tregs was not seen in the liver of iFoxp3dKO mice, despite observed reduced liver fibrosis. One plausible speculation is that Nr4a1 and Nr4a2 deficiency in Tregs initially promotes cell proliferation due to heightened responsiveness to TCR stimulation. Subsequently, this enhances the suppressive capability, eventually leading to a self-limiting proliferation by Tregs themselves. Supporting this hypothesis, hepatic dKO Tregs showed lower Ki-67 expression and heightened suppressive activity in vitro. Therefore, it is conceivable that conventional T cells also contribute to adaptation and local accumulation of the Tregs pool in the MASH liver. Our data imply the underlying mechanisms governing the population dynamics of Tregs, involving not only a Treg-intrinsic mechanism, but also through communication among distinct T cell populations in the MASH liver.

Our investigation into the underlying mechanism revealed the involvement of the Nr4a/Batf axis in regulating Treg proliferation and functions. Batf, a transcription factor belonging to the AP-1/ATF superfamily, is shown to be selectively expressed on skin and adipose tissue Tregs that have regenerative characteristics (48). Nr4a2 transduction into Tregs suppressed Batf expression, whereas dKO Tregs exhibited stronger induction upon TCR stimulation, suggesting that the Nr4a family acts as a repressor of Batf, consistent with our previous study from TGF-β–induced Tregs in vitro (49). Although it has been demonstrated that Batf controls CD8^+^ T cell expansion in tumor or chronic virus infection, the biological outcomes are likely context dependent (50–54). Nonetheless, our findings demonstrated that overexpression of Nr4a2 or silencing of Batf reduced Treg proliferation in vitro and indicate that the Nr4a family limits Treg proliferation through downregulating Batf expression. This Nr4a family–mediated circuit of Batf expression seems to be conserved in other cell types, as Nr4a1 and Nr4a3 restrained B cell response in the absence of costimulation through repression of Batf expression (55). Mice lacking *Batf* showed a reduction of tissue-infiltrating Tregs (22, 36, 56, 57), suggesting the requirement of Batf in tissue Treg development. An integrative transcriptome analysis demonstrated that Batf bound to loci of *Ctla4*, *Tigit*, and *Il10*, genes whose expression was elevated in hepatic dKO Tregs (36). Importantly, RNAi-mediated gene silencing of *Batf* in dKO Tregs reduced IL-10 production in vitro. Moreover, our trajectory analysis unveiled sustained high expression levels of these genes, along with *Foxp3* throughout the pseudotime in dKO Tregs. While loss of Nr4a1/2 did not affect Foxp3 expression in cultured Tregs, our data imply that the Nr4a/Batf circuit may also be pivotal for tissue Treg development and maintenance in vivo, particularly within an inflammatory environment.

It should be noted that there is a limitation in this study regarding its applicability to human MASH. Although previous studies demonstrated an increase in hepatic Tregs in humans with MASLD/MASH, similar to observations in mice (58, 59), the efficacy of Tregs in patients with MASLD/MASH has not yet been examined in a clinical setting. In mice, it has been shown that Tregs can positively or negatively control MASH progression, indicating dual antiinflammatory and profibrotic activities of hepatic Tregs during MASLD/MASH progression (15, 59, 60). We found an increase in Foxp3^+^ Tregs, which exert suppression of inflammation among CD4^+^ T helper cell subsets in the liver of MASH mice, consistent with previous reports (16, 17). We also discovered that dKO mice exhibited alleviated MASH pathology, as evidenced by reduced liver injury and fibrosis, accompanied by expanded hepatic Tregs compared with WT mice. Our findings strongly suggest that hepatic Tregs may play a protective role against MASH through enhanced immunosuppressive capability and cell proliferation. Although the therapeutic potential of Nr4a in human cancers has been recently discussed (61), there is currently insufficient evidence demonstrating the involvement of Nr4a receptors in MASH patients. Nonetheless, our findings prompt us to consider the possibility that the adoptive transfer of Tregs expanded ex vivo, targeting the Nr4a/Batf axis, may hold therapeutic promise against MASH.

In conclusion, our study highlights a protective role of hepatic Tregs in MASH pathology and identifies the Nr4a family in T cells as a key driver in the context of MASH. Although T cell–specific deletion of all 3 *Nr4a* genes in mice led to impaired Treg population in thymus and spleen (20), dKO mice did not show such a defect. Loss of *Nr4a1* and *Nr4a2* in Tregs rather promoted cell expansion and functions concomitant with high expression of *Nr4a3*, suggesting that Nr4a3 alone was sufficient for development and maintenance of Tregs. Therefore, targeting the Nr4a family with moderate inhibitors might be a novel and an attractive strategy for mitigating liver inflammation in MASH via enhancing the immune-suppressive effects mediated by Tregs.

## Methods

### Sex as a biological variable.

For the pathological analysis of liver tissues and serum, statistical comparisons were performed between groups with matched sexes, as sex differences have been observed, whereas the findings are expected for both sexes. For cellular-level analyses, sex was not considered, since no significant differences between males and females were observed at this level.

### Animal studies.

*Nr4a1^fl/fl^Nr4a2^fl/fl^* mice, which harbor floxed alleles for *Nr4a1* and *Nr4a2* (20, 62), were crossed with *Cd4-Cre*, *CreER^T2^* (63), *Foxp3^eGFlP–CreERT2^* (64), *Cd4Cre-ER^T2^* (64), or *E8i.Cd8Cre* (*Cd8-Cre)* transgenic mice (65) to generate conditional *Nr4a1*- and *Nr4a2*-deficient mice. C57BL/6-Ly5.1 were obtained from RIKEN BRC. Nr4a3-EGFP mice, which express EGFP under the control of a bacterial artificial chromosomal *Nr4a3* locus, were previously described (66). All mice were bred and maintained in a controlled temperature, humidity, and specific pathogen–free facility under a 12-hour dark/12-hour light cycle with free access to food and water. For MASH diet feeding, the mice were fed l-amino-defined high (60 kcal%) fat diet with 0.1% methionine and no added choline (A06071302, Research Diet) ad libitum for the times indicated in the figure legends. To examine MASH pathology in Figure 1 and Figure 2 and Supplemental Figures 1 and 2, age-matched (6- 8-week-old) male mice were used, unless otherwise stated in the figure legends. For the measurement of serum parameters, sera collected from female mice fed CD for 12 weeks were analyzed for indicated biochemical markers by Oriental Yeast Co. using standard protocols. Total cholesterol levels were determined using L-Type CHO M (Fujifilm), which measures combined LDL and HDL cholesterol. For inducible *Nr4a1* and *Nr4a2* deletion in Tregs, we crossed *Foxp3^eGFlP–CreERT2^* mice with *Nr4a1^fl/fl^Nr4a2^fl/fl^* mice. These mice were intraperitoneally injected with 1 mg of tamoxifen for 5 consecutive days, followed by a 7-day resting period after the last administration. Subsequently, the mice were fed CD for 8 weeks, with tamoxifen administered once every 2 weeks during this period. To examine the effect of inducible depletion of *Nr4a1* and *Nr4a2* in T cells, *Cd4Cre-ER^T2^* mice crossed with *Nr4a1*^fl/fl^*Nr4a2^fl/fl^* mice were subjected to 6 weeks of CD, followed by 1 mg of tamoxifen injection for 5 consecutive days. Mice were further fed CD for an additional 6 weeks and then analyzed. For adaptive transfer experiments, recipient *Rag2*^–/–^ mice (Jackson Laboratories) were fed CD for a week prior to CD4^+^ T cell transfer, received splenic CD4^+^ T cells (2 × 10^6^) from either WT or dKO mice via retro-orbital injection, and then were fed CD for another 3 weeks. As shown in Supplemental Figure 5D, naive CD4^+^ T cells from WT mice were adaptively transferred into *Rag2^–/–^* mice fed either SD or CD.

### Expression constructs, cell culture, and retroviral transduction.

Naive CD4^+^ T cells were sorted and cultured as previously described (67). For Treg culture, splenic CD4^+^CD25^hi^ cells were sorted and stimulated with plate-bound α-CD3 (3 μg/ml, 145-2C11, eBioscience) and α-CD28 (2 μg/ml, 37.51, eBioscience) antibodies for the indicated times in RPMI supplemented with 10% fetal bovine serum, 1 mM sodium pyruvate, 10 mM HEPES, 100 U/ml penicillin, 100 μg/ml streptomycin, 55 μM 2-mercaptoethanol, and 500 U/ml rhIL-2. For retrovirus-mediated gene transfer to T cells, the cDNAs encoding *Batf* were cloned into retroviral vector pMSCV-IRES-GFP (MIGR1, Addgene). To deplete expression of Batf, the oligonucleotides incorporating miR-30 microRNA sequence into the target sequence (provided in Supplemental Table 2) were cloned into retroviral vector pMSCV-LMP (Open Biosystems). Target sequence for firefly luciferase used as control shRNA was described elsewhere (20). These retroviral vectors together with packaging plasmid pCL-ECO were transfected into PLAT-E cells using TransIT-LT1 transfection reagent (MIR2300, Mirus). After overnight incubation, medium was replaced with DMEM medium and culture supernatants containing retroviral particles were collected 48 hours after transfection. Retroviral supernatants were filtrated, supplemented with 8 μg/ml polybrene (TR-1003G, Millipore), and then used to spin infect the cells that previously activated with α-CD3 and α-CD28 antibodies. Spin infection was performed at 2,000 rpm for 60 minutes at 35°C. After 24 hours, cells were washed and rested in the presence of rhIL-2 for another 3 days before restimulation. To induce Cre-ER–mediated recombination and conditionally delete *Nr4a1* and *Nr4a2* in Treg cells, sorted Tregs were stimulated with plate-bound α-CD3 and α-CD28 antibodies in the presence of 500 nM 4-hydroxy-tamoxifen (4-OHT) culture medium for 2 days, then rested for 3 days without 4-OHT before restimulation. For assessment of cell proliferation, cells were labeled with 5 μM CTV dye (C34557, Invitrogen) and stimulated. After 3 days, violet dye dilution was measured by flow cytometry. For cell cycle analysis, cultured Tregs were labeled with 5 μM Vybrant DyeCycle Violet stain (V35003, Invitrogen) and analyzed.

### RNA-Seq.

For bulk RNA-Seq, 3 independent biological replicates were analyzed. Total RNA of hepatic CD4^+^ T cell sorted was extracted and libraries were generated using NEBNext Ultra II FS DNA Library Prep Kit (E7805, NEB). Single end sequencing was performed by NovaSeq 6000 at the ImmunoGeneTeqs. RNA-Seq data were mapped against mouse genome mm10/GRCm39. Differentially expressed genes in dKO cells relative to WT cells were defined as 1.5-fold (upregulated) or 0.5-fold (downregulated) change with *P* value < 0.05, and log_2_ fold changes were shown on the volcano plot. For heatmap generation, transcripts per kilobase million (TPM) values were transformed into row-wise *z* scores. GSEA was performed using the Mouse MSigDB collection (68). For scRNA-Seq, hepatic CD4^+^ T cells were pooled from 2 individual male mice per group and loaded onto a 10X Genomics Chromium instrument to recover 1 × 10^4^ cells. Libraries were constructed using Chromium Next GEM Single Cell 5′ Reagent Kits, version 2 (CG000330, 10X Genomics), according to the manufacturer’s instructions and sequenced using NovaSeq 6000. Raw data from each sample were mapped using the Cell Ranger Multi Pipeline (10X Genomics) to the mm10 reference genome assembly and R package. Seurat was used to analyze data (31). Cells with more than 200 detected genes, less than 5% mitochondrial reads, and genes with transcripts detecting more than 3 cells were used for analysis. The gene counts were log-normalized by Seurat function “NormalizeData” (scale factor 10000) and the top 2000 highly variable genes were identified by Seurat function “FindVariableFeatures”. Expression of variable genes was scaled, and each data set was integrated. Then PCA was performed by Seurat function “RunPCA” to reduce the dimensions of the data. Based on the ElbowPlot, 9 of the principal components were selected and used for unsupervised clustering analysis with resolution parameter of 0.1 by Seurat functions “FindNeighbors” and “FindClusters.” Cell clusters were visualized using UMAP and the identity of each cluster gene was further assigned based on the canonical marker genes. Cell cycle assessment was performed using the CellCycleScoring in Surat, based on the G1, S, and G2/M phase marker expression in each cell in the indicated clusters. The analysis of differentiation trajectories was performed in Monocle3 using the SeuratWrapper package to convert the integrated Seurat object (69). For TCR repertoire analysis, the ScRepertoire package was used to combine the contig data and analyze clonotypes (35). scTCR-Seq data were integrated with the Seurat object of the scRNA-Seq data.

### Statistics.

The data are presented as mean ± SEM. To assess the statistical significance, normal distribution of experimental groups was examined using the Shapiro-Wilk test. Statistical differences between 2 groups were determined by unpaired 2-tailed Student’s *t* test (with or without Welch’s collection), paired *t* test, or Mann-Whitney *U* test. For comparisons of multiple groups, 1-way ANOVA or Kruskal-Wallis test was used. In post hoc analysis, *P* values were corrected by Tukey’s, Dunnett’sT3 multiple-comparison test, or controlling the FDR via the 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli. All statistical analysis was performed using GraphPad Prism, version 8.3.1 (GraphPad Software). Details of tests used for each analysis are described in the figure legends. We considered *P* < 0.05 to be significant.

### Study approval.

All animal procedures in this study were approved by the Animal Ethics Committee of Keio University (Japan) and were performed in accordance with the Animal Ethics Committee’s guidelines.

### Data availability.

The RNA-Seq, scRNA-Seq, and scTCR-Seq data sets were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE241515 and GSE241657). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

DA conceived and designed the research, conducted the experiments, analyzed the data, and wrote the manuscript. TH analyzed the scRNA Seq data. TS provided the reagents and performed the experiments. SS and MI provided the reagents and acquired the RNA-Seq data. SIS and SMO contributed resources. AY conceived and designed the research and edited the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
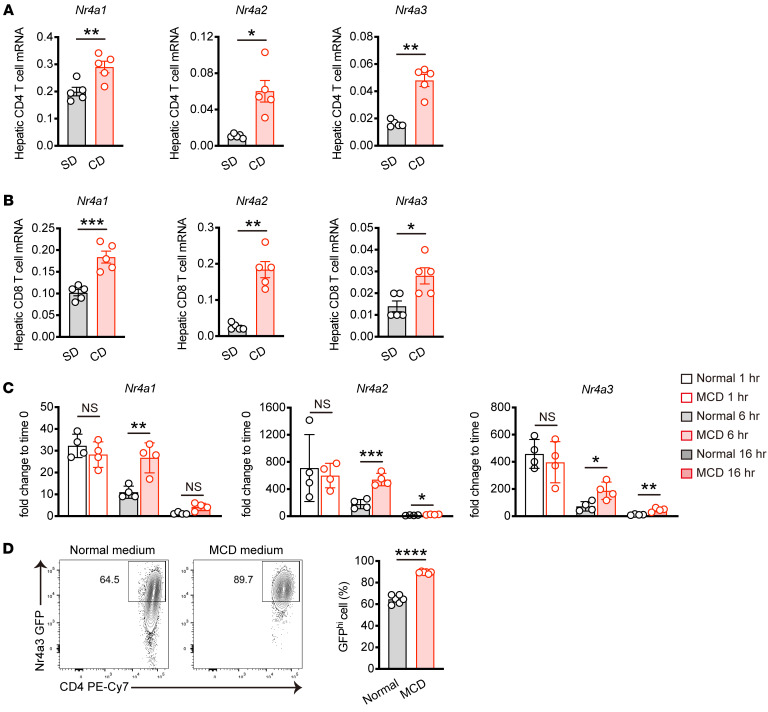
MASH upregulates Nr4a family expression in hepatic T cells. (**A** and **B**) Male C57BL/6 mice were fed SD or CD for 12 weeks (*n* = 5 per group). mRNA expression of *Nr4a1*, *Nr4a2*, and *Nr4a3* in hepatic CD4^+^ T cells (**A**) or hepatic CD8^+^ T cells (**B**). (**C**) mRNA expression of *Nr4a1*, *Nr4a2*, and *Nr4a3* in stimulated CD4^+^ T cells. Splenic naive CD4^+^ T cells were stimulated with α-CD3 and α-CD28 antibodies in normal RPMI (normal), or methionine and choline-deficient (MCD) medium for the indicated times (*n* = 4 per group). (**D**) Splenic naive CD4^+^ T cells from Nr4a3-EGFP reporter mice were stimulated with α-CD3 and α-CD28 antibodies in normal RPMI or MCD medium for 3 days, and GFP expression was assessed by flow cytometry. Representative flow cytometry plots (left) and percentages (right) of GFP^hi^ cells (*n* = 6 per group). Primers used for quantitative PCR are listed in Supplemental Table 1. Data are represented as means ± SEM. *P* values were calculated using unpaired 2-tailed Student’s *t* test or Mann-Whitney *U* test (**A**–**D**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
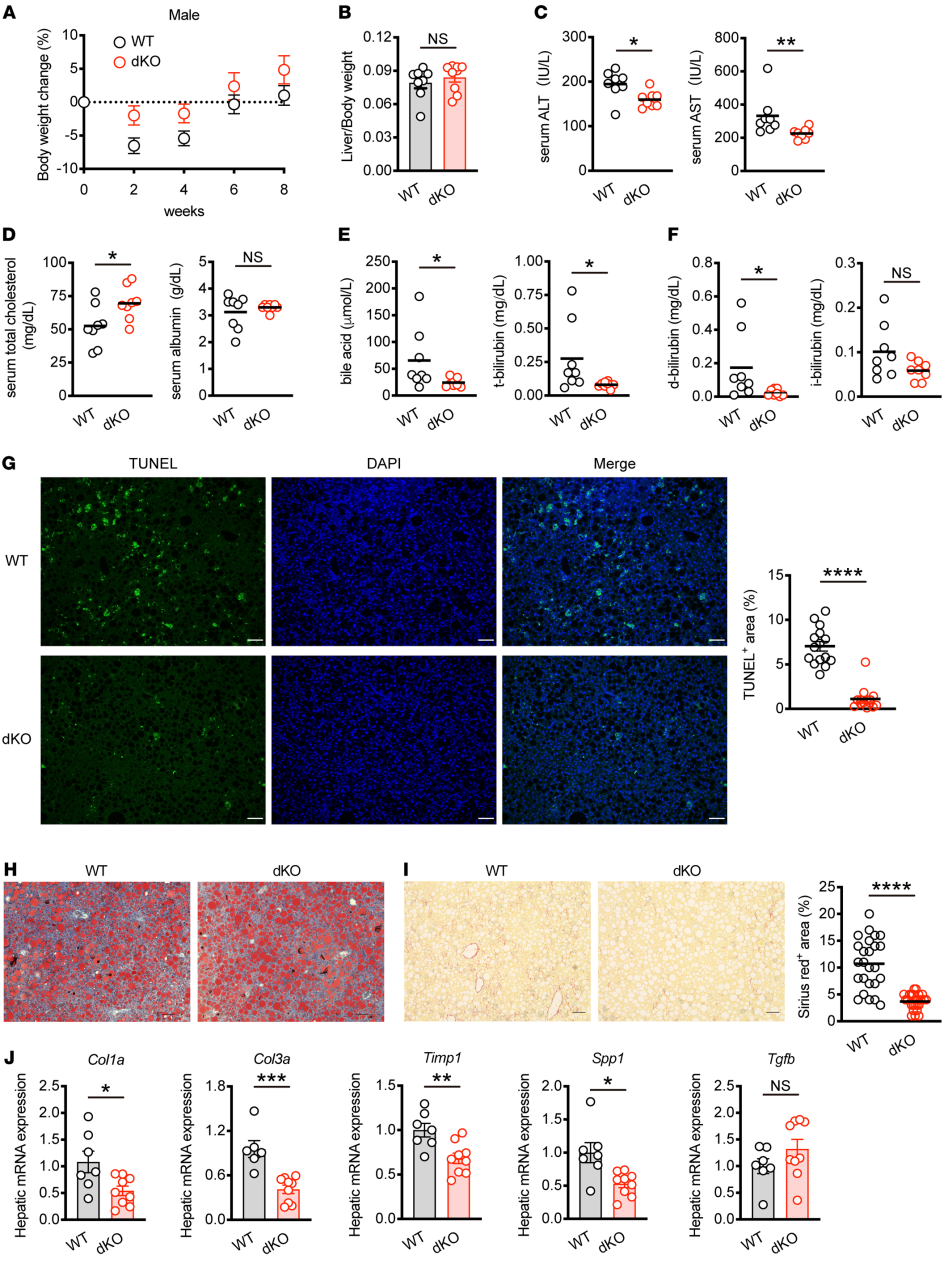
Loss of *Nr4a1* and *Nr4a2* in T cell alleviates MASH pathology. (**A**) Relative body weight changes of male WT and dKO mice fed CD for the indicated times (WT; *n* = 13, dKO; *n* = 14). (**B**) The ratio of liver weight to body weight of male WT and dKO mice fed CD for 8 weeks (WT; *n* = 8, dKO; *n* = 9). (**C**–**F**) Female WT and dKO mice were fed CD for 12 weeks (*n* = 8 per group). ALT and AST levels (**C**), total cholesterol, albumin levels (**D**), bile acid, total bilirubin (t-bilirubin) levels (**E**), direct bilirubin (d-bilirubin), indirect bilirubin (i-bilirubin) levels (**F**) in the serum. (**G**–**J**) Male WT and dKO mice were fed CD for 8 weeks. (**G**) Representative liver sections stained TUNEL (green) and DAPI (blue). Original magnification, ×10. Scale bars: 100 μm (left). Quantification of TUNEL-positive area (%) per field (right) (*n* = 3 per group). (**H**) Representative oil red O staining of liver sections from 2 independent experiments. Original magnification, ×10. Scale bars: 100 μm. (**I**) Representative Sirius red staining of liver sections. Original magnification, ×10. Scale bars: 100 μm (left). Quantification of Sirius red staining area (%) per field (right) (*n* = 5 per group). (**J**) mRNA expression of fibrosis-related genes in liver tissue (WT; *n* = 6–7, dKO; *n* = 9). Data are represented as means ± SEM. *P* values were calculated using unpaired 2-tailed Student’s *t* test or Mann-Whitney *U* test (**B**–**G**, **I**, and **J**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 3:**
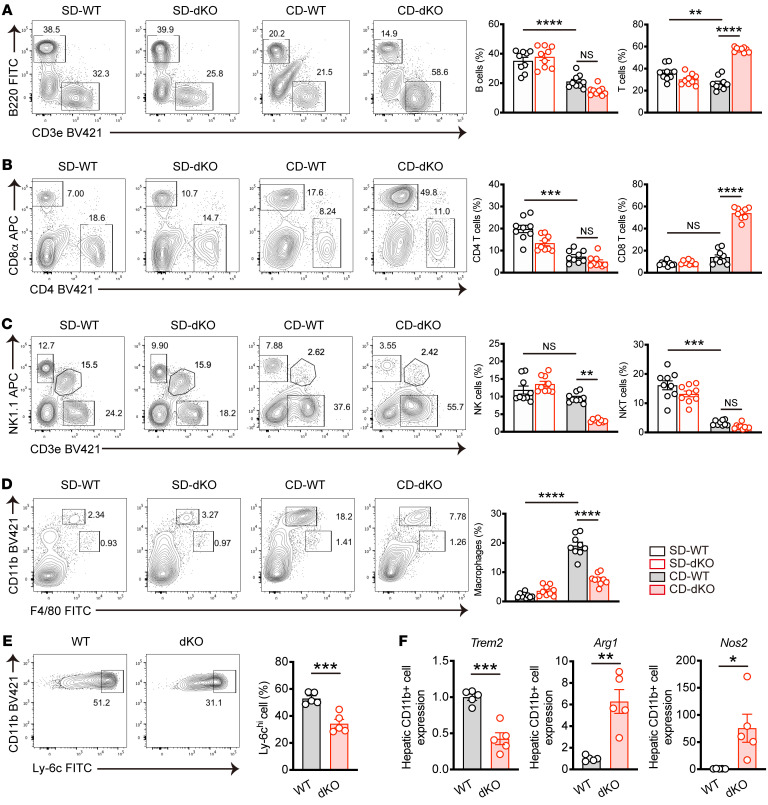
Hepatic immune cell composition from WT or dKO mice fed CD for 8 weeks. (**A**–**D**) WT and dKO mice were fed SD or CD for 8 weeks. (**A**) Representative flow cytometry plots (left) and percentages (right) of B cells (CD45^+^B220^+^) and T cells (CD45^+^CD3e^+^) in the liver (*n* = 9 per group). (**B**) Representative flow cytometry plots (top) and percentages (bottom) of CD45^+^CD4^+^ T cells and CD45^+^CD8 T cells in the liver (*n* = 9 per group). (**C**) Representative flow cytometry plots (left) and percentages (right) of NK (CD45^+^CD3e^–^NK1.1^+^) cells and NKT (CD45^+^CD3e^+^NK1.1^+^) cells in the liver (*n* = 9 per group). (**D**) Representative flow cytometry plots (left) of macrophages (CD45^+^CD11b^hi^F4/80^int^) and Kupffer cells (CD45^+^CD11b^int^F4/80^hi^) and percentages (right) of macrophages in the liver (*n* = 9 per group). (**E**) Representative flow cytometry plots (top) and percentages (bottom) of CD45^+^CD11b^hi^F4/80^int^Ly-6C^hi^ macrophages in the liver from WT and dKO mice fed CD for 8 weeks (*n* = 5 per group). (**F**) mRNA expression of *Trem2*, *Arg1*, and *Nos2* in hepatic CD11b^+^ cells from WT and dKO mice fed CD for 8 weeks (*n* = 5 per group). Data are represented as means ± SEM. *P* values were calculated using 1-way ANOVA or Kruskal-Wallis test (**A**–**D**) or unpaired 2-tailed Student’s *t* test (**E** and **F**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
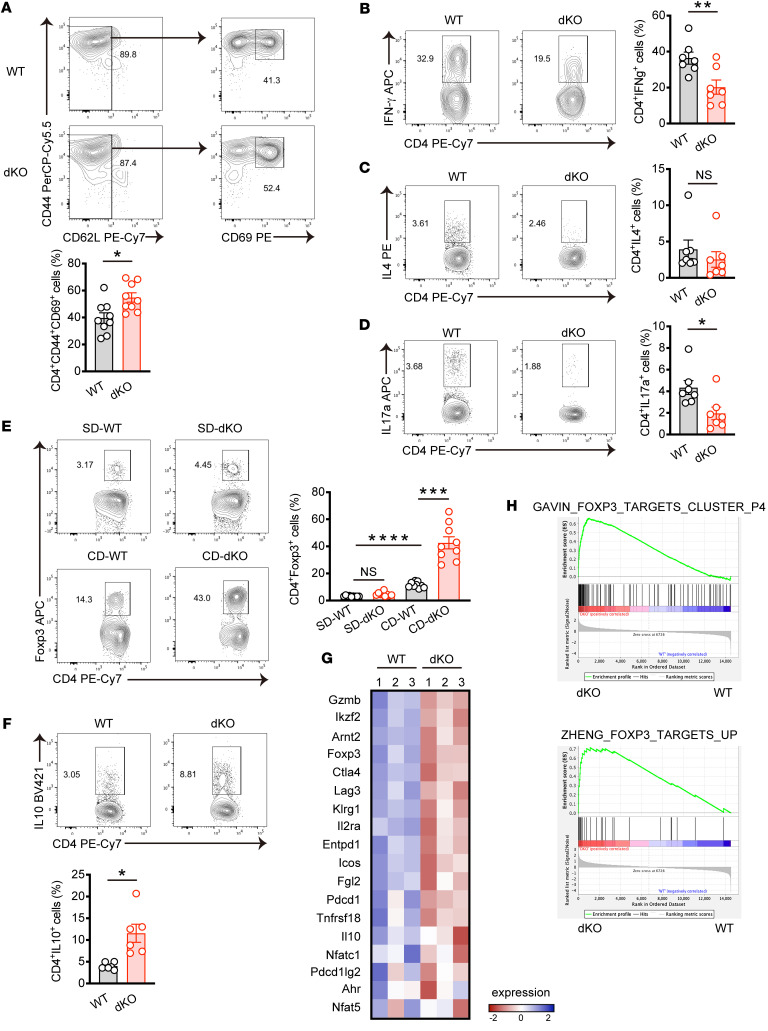
Loss of *Nr4a1* and *Nr4a2* in T cells promotes hepatic Treg accumulation in MASH. (**A**–**D**) WT and dKO mice were fed CD for 8 weeks. (**A**) Representative flow cytometry plots (top) and percentages (bottom) of CD44^+^CD62L^–^/^lo^CD69^+^ cells gated on hepatic CD45^+^CD4^+^ cells (*n* = 9 per group). (**B**–**D**) Representative flow cytometry plots (left) and percentages (right) of IFN-γ^+^ (**B**), IL-4^+^ (**C**), and IL-17a^+^ (**D**) cells gated on CD45^+^CD4^+^ cells in the liver (*n* = 7 per group). The cells were stimulated with phorbol 12-myristate 13-acetate (PMA) and ionomycin for 5 hours in the presence of Golgi plug before staining indicated cytokines. (**E**) WT and dKO mice were fed SD or CD for 8 weeks (*n* = 9 per group). Representative flow cytometry plots (left) and percentages (right) of Foxp3^+^ cells gated on CD45^+^CD4^+^ cells in the liver. (**F**) WT and dKO mice were fed CD for 8 weeks (*n* = 6 per group). Representative flow cytometry plots (top) and percentages (bottom) of IL-10^+^ cells gated on CD45^+^CD4^+^ cells in the liver. The cells were stimulated and stained as in **B**–**D**. (**G** and **H**) RNA-Seq was performed using hepatic CD4^+^ T cells sorted from WT and dKO mice fed CD for 8 weeks (*n* = 3 per group). (**G**) Heatmap of Treg-related genes expressed between WT and dKO hepatic CD4^+^ T cells. (**H**) GSEA of previously published Tregs features enrichment in WT and dKO hepatic CD4^+^ T cells. *P* values were calculated using unpaired 2-tailed Student’s *t* test or Mann-Whitney *U* test (**A**–**D** and **F**) or 1-way ANOVA (**E**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 5:**
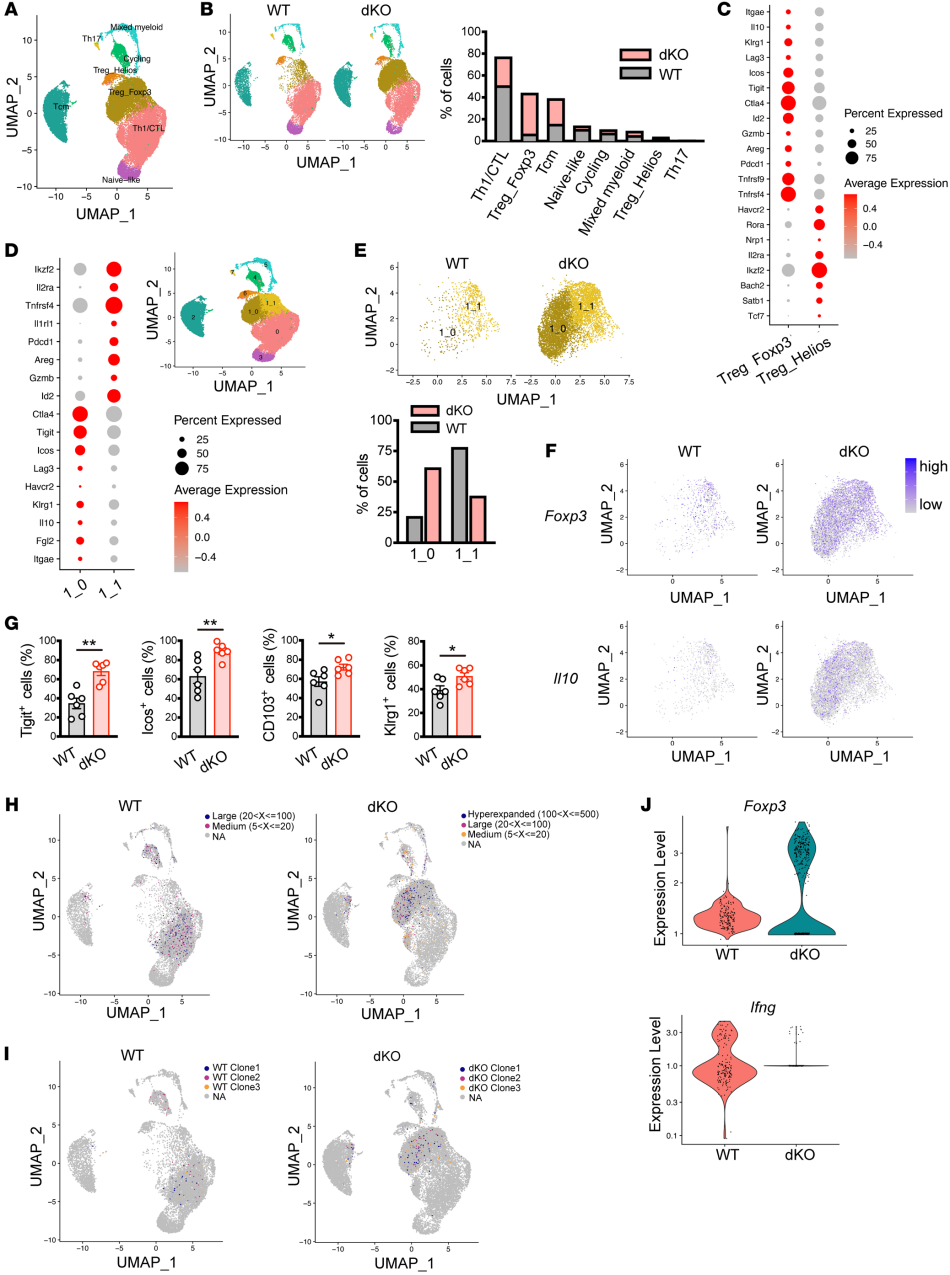
scRNA-Seq coupled with scTCR-Seq analysis identifies clonally expanded hepatic dKO Tregs in MASH. (**A**) UMAP presentation of identified cell populations of hepatic CD4^+^ T cells of male WT and dKO mice fed CD for 8 weeks (*n* = 2 per group). (**B**) UMAP presentation (left) and frequencies (right) of cells in each cluster from WT and dKO hepatic CD4^+^ T cells. (**C**) Dot plot showing expression of indicated genes between Treg_Foxp3 and Treg_Helios clusters. (**D**) Dot plot showing expression of indicated genes between subclusters (left). UMAP presentation of 2 subclusters within Treg_Foxp3 cluster (right). (**E**) UMAP presentation of 2 subclusters within Treg_Foxp3 cluster (top) and frequencies of cells in each subcluster from WT and dKO hepatic CD4^+^ T cells (bottom). (**F**) UMAP presentation showing expression levels of *Foxp3* (top) and *Il10* (bottom) in Treg_Foxp3 cluster of WT and dKO hepatic CD4^+^ T cells. (**G**) Percentages of Tigit^+^, Icos^+^, CD103^+^, and Klrg1^+^ cells gated on hepatic CD45^+^CD4^+^Foxp3^+^ cells from WT and dKO mice fed CD for 8 weeks (*n* = 6 per group). (**H** and **I**) Spatial distribution of expanded clonotypes (**H**) and top 3 clonotypes expanded (**I**) in WT and dKO hepatic CD4^+^ T cells from mice fed CD for 8 weeks. (**J**) Violin plot of gene expression of *Foxp3* (top) and *Ifng* (bottom) in top 3 clonotypes expanded from WT and dKO hepatic CD4^+^ T cells in MASH mice. *P* values were calculated using unpaired 2-tailed Student’s *t* test or Mann-Whitney *U* test (**G**). *P < 0.05; **P < 0.01.

**Figure 6:**
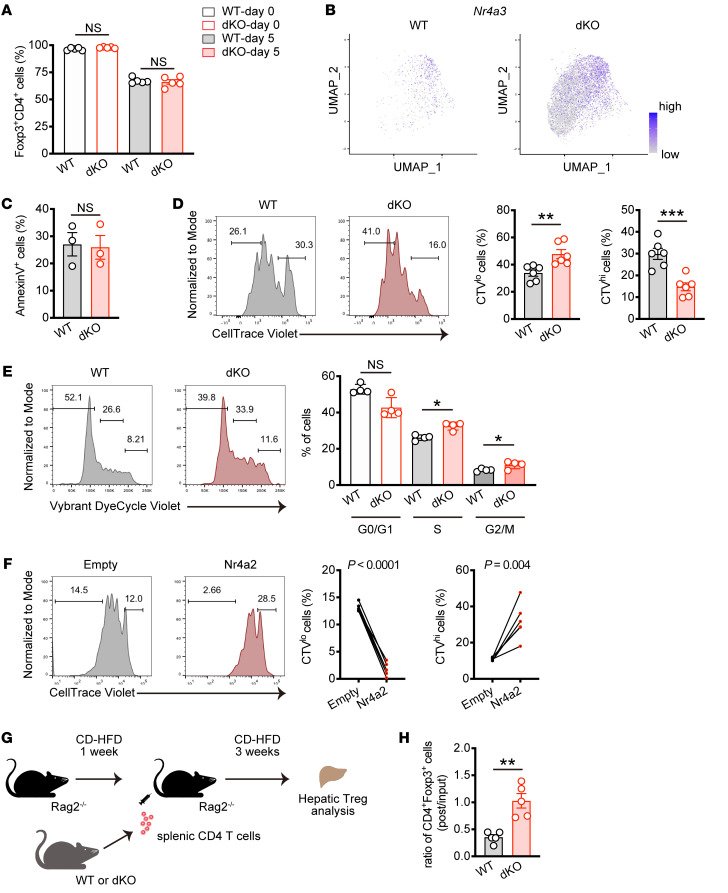
Loss of *Nr4a1* and *Nr4a2* in T cells promotes Treg proliferation. (**A**) Percentages of Foxp3-expressing cells in sorted splenic CD4^+^CD25^+^ Tregs (day 0) and cultured cells for 5 days (day 5) (*n* = 5 per group). (**B**) UMAP presentation showing *Nr4a3* expression within Treg_Foxp3 cluster in WT and dKO hepatic CD4^+^ T cells from mice fed CD for 8 weeks. (**C**) Percentages of Annexin V^+^ WT and dKO splenic Tregs cultured after 3 days (*n* = 3 per group). (**D**) Representative CTV intensity histograms (left) and percentages of CTV^lo^ (middle) and CTV^hi^ (right) cells in WT and dKO splenic Tregs. Sorted Tregs were labeled and cultured for 3 days (*n* = 6 per group). (**E**) Representative flow cytometry analysis of cell cycle distribution (left) and quantification (right) in cultured WT and dKO splenic Tregs. After 3 days, cultured cells were labeled with Vybrant DyeCycle violet (*n* = 4 per group) and analyzed. (**F**) Representative CTV intensity histograms (left) and percentages of CTV^lo^ (middle) and CTV^hi^ (right) cells in splenic Tregs transduced with an empty vector or a vector encoding Nr4a2. Sorted Tregs were retrovirally transduced, rested, labeled with CTV, and then restimulated with α-CD3 and α-CD28 antibodies for 3 days. The cells were gated on GFP^+^CD4^+^ cells (*n* = 6 per group). (**G**) Schematic representation of adaptive transfer of WT and dKO splenic CD4^+^ T cells into MASH-induced *Rag2^–/–^* mice. (**H**) The ratio of hepatic CD4^+^Foxp3^+^ cell frequencies (post) from recipient mice fed CD to splenic CD4^+^Foxp3^+^ cell frequencies (input) from WT and dKO mice (*n* = 5 per group). *P* values were calculated using unpaired 2-tailed Student’s *t* test or Mann-Whitney *U* test (**A**, **C**–**E**, and **H**) or paired 2-tailed Student’s *t* test (**F**). *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 7:**
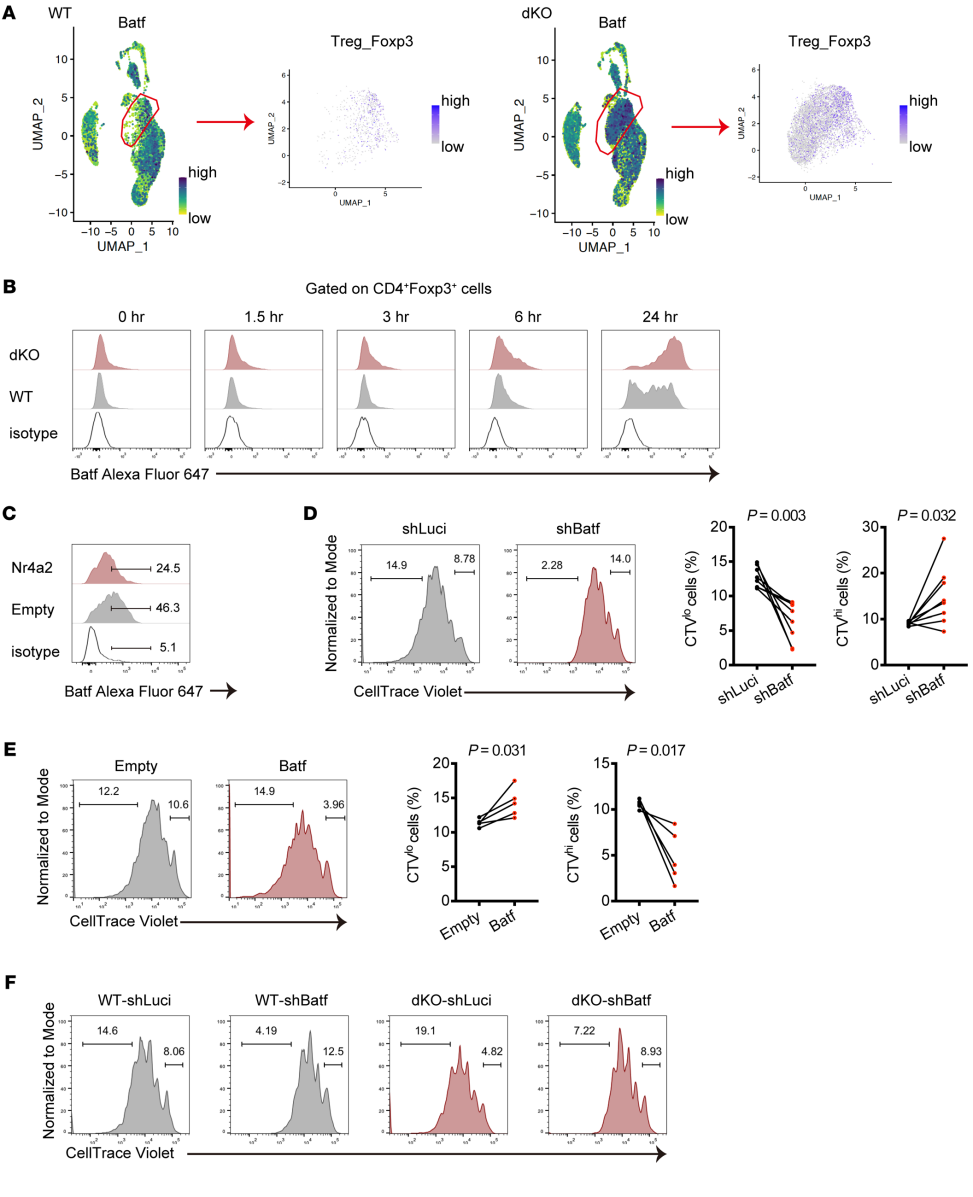
Nr4a/Batf axis regulates Treg proliferation. (**A**) UMAP presentation showing *Batf* expression in assigned all clusters (left) and Treg_Foxp3 cluster (right) from WT and dKO CD4^+^ T cells in the liver of MASH mice. (**B**) Representative histograms normalized to mode for Batf expression in WT and dKO CD4^+^Foxp3^+^ T cells from 2 independent experiments. Sorted splenic CD4^+^ T cells were stimulated with plate-bound α-CD3 antibodies for the indicated times. (**C**) Representative histograms normalized to mode for Batf expression in splenic Tregs transduced with an empty vector or a vector encoding Nr4a2 from 2 independent experiments. Sorted Tregs were retrovirally transduced, rested, and then restimulated with α-CD3 and α-CD28 antibodies for 24 hours. The cells were gated on GFP^+^CD4^+^ cells. (**D**) Representative CTV intensity histograms normalized to mode in splenic Tregs transduced with shRNA targeting *Luciferase* or *Batf* (left) and percentages of CTV^lo^ (middle) and CTV^hi^ (right) cells. After resting culture, the cells were labeled and restimulated with α-CD3 and α-CD28 antibodies for 3 days. The cells were gated on GFP^+^CD4^+^ cells (*n* = 8 per group). (**E**) Representative CTV intensity histograms normalized to mode in splenic Tregs transduced with an empty vector or a vector encoding Batf (left) and percentages of CTV^lo^ (middle) and CTV^hi^ (right) cells. After resting culture, the cells were labeled and restimulated with α-CD3 and α-CD28 antibodies for 3 days. The cells were gated on GFP^+^CD4^+^ cells (*n* = 5 per group). (**F**) Representative CTV intensity histograms normalized to mode in WT and dKO splenic Tregs transduced with shRNA targeting *Luciferase* or *Batf* from 2 independent experiments. The cells were gated on GFP^+^CD4^+^ cells. *P* values were calculated using paired 2-tailed Student’s *t* test (**D** and **E**).

**Figure 8:**
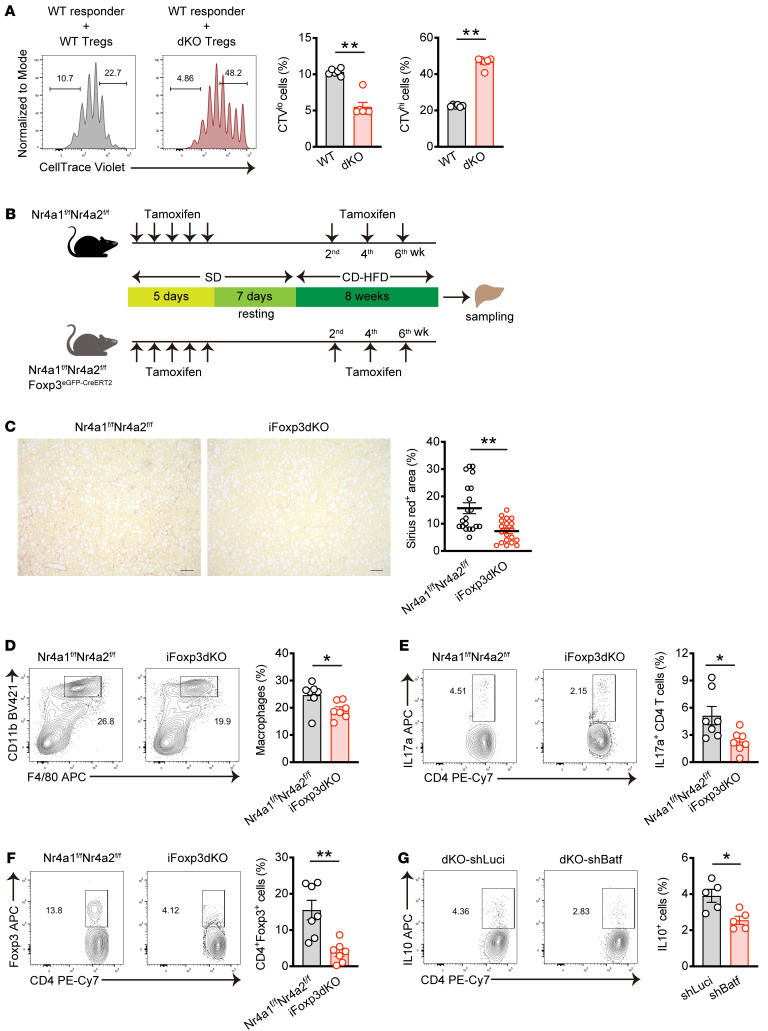
The loss of Nr4a1 and Nr4a2 in T cell promotes Treg function. (**A**) Representative CTV intensity histograms normalized to mode in WT responder cells (left) and percentages of CTV^lo^ (middle) and CTV^hi^ (right) cells. Hepatic CD4^+^CD25^+^Tigit^+^ Tregs were sorted from WT and dKO mice fed CD for 8 weeks. CTV-labeled naive CD4^+^ T cells from the spleen of Ly5.1 mice were activated with Dynabeads Mouse T cell activator CD3/CD28 in the presence of sorted Tregs at a ratio of 5:1 (responder cells:Tregs). The cells were gated on CD45.1^+^CD4^+^ cells (*n* = 6 per group) (**B**) Schematic representation of the experimental procedure of MASH induction mouse model with Treg-specific inducible deletion of Nr4a1 and Nr4a2. (**C**) Representative Sirius red staining of liver sections from female mice. Original magnification, ×10. Scale bars: 100 μm. Quantification of Sirius red staining area (%) per field (right) in MASH-induced WT and iFoxp3dKO mice (*n* = 4 female per group). (**D**–**F**) Representative flow cytometry plots (left) and percentages (right) of macrophages (CD45^+^CD11b^hi^F4/80^int^) (**D**), Th17 cells (CD45^+^CD4^+^IL17a^+^) (**E**), and Tregs (CD45^+^CD4^+^Foxp3^+^) (**F**) in the liver of MASH-induced WT and iFoxp3dKO mice (*n* = 7 per group). (**G**) Representative flow cytometry plots (left) and percentages (right) of IL-10^+^ in dKO splenic Tregs transduced with a shRNA targeting *Luciferase* or *Batf*. After resting culture, the cells were stimulated with PMA and ionomycin for 5 hours in the presence of Golgi plug before staining IL-10. The cells were gated on GFP^+^CD4^+^ cells (*n* = 5 per group). *P* values were calculated using unpaired 2-tailed Student’s *t* test or Mann-Whitney *U* test (**A** and **C**–**G**). *P < 0.05; **P < 0.01.

# Supplementary material for: The Nr4a family regulates intrahepatic Treg proliferation and liver fibrosis in MASLD models
**Source:** J Clin Invest. 2024 Oct 15;134(23):e175305. doi: 10.1172/JCI175305
**Supplement:** Unedited blot and gel images

Supplemental Figure 2F  
anti-GAPDH

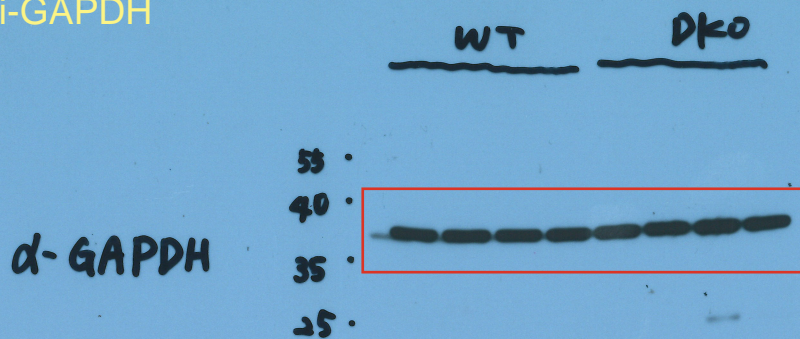

Supplemental Figure 2F  
anti-SMA

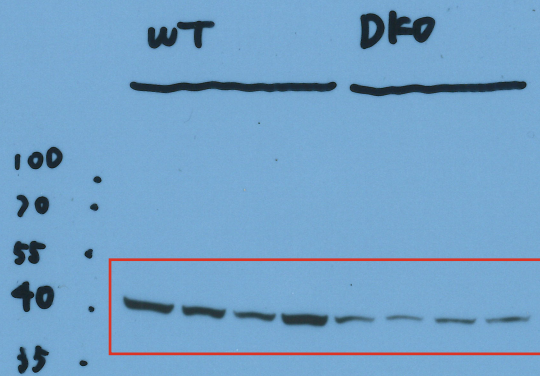

$\alpha$ -SMA

Supplemental Figure 4B  
anti-GAPDH

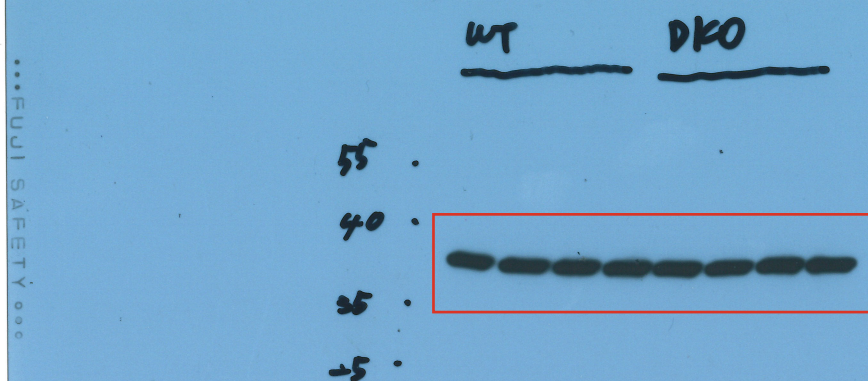

$\alpha$ -GAPDH  
CD8cre  
CDHFD

$\alpha$ -SMA

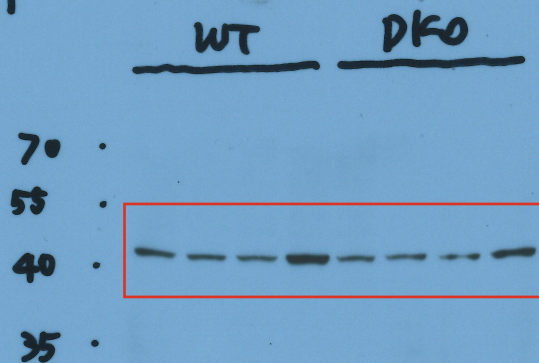

CD8cre CDHFD

Supplemental Figure 4B  
anti-SMA

0920  
2022

How the deposited data were processed for this re-analysis (not part of the article)

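CD4+ T cells of the liver were measured by droplet sequencing of RNA and of T cell receptors in 1 library per genotype, each pooled from 2 mice fed CD (60 kcal% fat, 0.1% methionine) for 8 weeks. Nothing in the files tells the cells of the pooled mice apart. The bulk RNA-seq and flow cytometry of the paper are not analysed here.

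The authors deposited a table of UMI counts per gene and cell for each library, made with Cell Ranger on mm10 and limited to the droplets it called as cells, with no normalization applied. The values are whole numbers and no cell has fewer than 500 UMIs. The receptor tables, as deposited, list for each cell the assembled TRA and TRB contigs with their UMI counts, V and J genes, CDR3 and clonotype number, and hold productive, full-length contigs. CPM, log2 ratios and percents were computed here from these counts. Gene identifiers and positions come from GENCODE M21 on GRCm38, in which 32158 genes of the tables were found.

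Cells with more than 200 genes and under 5% mitochondrial counts and genes found in more than 3 cells were kept, as in the paper's methods. With 23437516 and 37794986 UMIs in the filtered libraries, a count of 0 allows up to 3 UMIs. Seurat 5.3.0 in R 4.3.3 was used for log-normalization, integration by anchors, clustering and cell cycle scores, with seed 1. Clusters are called by number, and the paper's names were matched by the markers it lists. Lists of markers for each cell class were fixed with the other choices, and the classes of the leading 10 genes of each cluster are given at the claims or in the closing section. Lists for CD8 T cells, B cells, hepatocytes, endothelial cells, Tfh cells and the interferon response had no gene among the leading 10 of any cluster. Subclusters of cluster 1 were taken at the lowest resolution that gave 2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, scikit-learn 1.9.0 and matplotlib 3.10.9 was used for the rest. edgeR 4.0.16 was used for TMM factors alone, whose log2 ratio of dKO to WT was −0.10 in cluster 1 and −0.03 over all cells and is subtracted from a log2 ratio of CPM. The paper's Monocle3 was replaced by diffusion pseudotime.

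The automatic threshold of Scrublet marked 0 cells of the library labelled WT and 738 of the library labelled dKO. In its place, the cells with the highest scores were marked, at 0.8 percent per 1000 cells, together with cells that had at least 2 TRB chains. This rule was chosen after the automatic result was seen. Doublets were kept in the reported values.

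For shares of cells with a UMI, each cell was thinned at random to 2000 UMIs and shallower cells were left out, since depth differs between clusters and libraries. Genes were named by a rule fixed with the other choices: the 40 genes that the paper names for these data, and the 5 genes at each end of the ratio among those with at least 50 CPM in a library and at least 10 UMIs in the lower one, T cell receptor, immunoglobulin, mitochondrial and ribosomal protein genes left out. Of the genes under this rule, 2 are not reported here. Clonotypes use the contig with the most UMIs per chain. Diversity indices are means over 1000 draws.

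No test between genotypes was run, and no count of changed genes is given, since each genotype has 1 library. Exact intervals cover counting error and not differences between mice, preparation or sequencing. The alternatives were other cell filters, resolutions, numbers of components, merging without integration, removal of doublets, clustering without the named genes, other definitions of Tregs, of clonotypes and of expanded clones, other depths of thinning, TMM scaling, the mean of each cell's own CPM, 1 cell per clonotype and other divisions of pseudotime. The closing section gives their effect.

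The computation was tested on simulated data in which 200 genes were changed. The direction of each was recovered in cluster 0, in cluster 1 and over all cells. The intervals covered the true ratio for 95.5%, 95.5% and 94.5% of the changed genes, and all 10 genes that the naming rule picked were changed ones. The correlation with gene length was −0.04 without a simulated dependence and 0.94 with one.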

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

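The tests on Y-linked genes, on the mix of cell types behind Gdpd3, on the mix of cell types behind Gm42418 and on the place of Neb were chosen only after the results were seen; the tests on cluster 2 and on strain segments for the other genes were written before. Each result below is a signal in genes or receptors that the paper does not report on.

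*Xist*, which is expressed from the inactive X chromosome (chromosome X from 103460366 to 103483254), was found in 47.0% of the cells of the library labelled WT and 56.1% of those of the library labelled dKO. The paper states that male mice were used. Y-linked genes missing from the authors' gene list are excluded, since all 4 that were looked for are listed. Female cells or free RNA mixed into cells of male mice are argued against by the 15 cells of 28018 with a Y-linked UMI. All 15 are of *Ddx3y*, and *Eif2s3y*, *Kdm5d* and *Uty* had 0 counts in both libraries, where up to 3 are allowed. What stays open is that the cells of both libraries came from female mice, which no other value in the tables tests.

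*Siglech* had 2050 CPM in cluster 2, the paper's Tcm. It is 1 of the 3 genes of the list for plasmacytoid dendritic cells. The others were also highest in that cluster, *Bst2* with 3833 CPM and *Ccr9* with 775 CPM. *Bst2* was at 38.5 CPM or more in each of the other 7 clusters and *Siglech* at 53.6 CPM or less. A T cell receptor was nevertheless found in 352 cells of the cluster. Free receptor RNA in the droplets is argued against, as the log2 ratio of *Cd3e* between cluster 2 cells with and without a TRB chain was 2.15. Doublets of a T cell and a plasmacytoid dendritic cell are a candidate explanation: cells with a TRB chain kept *Siglech* at 1471 CPM and had 1.64 times the median UMIs of the others. The cluster without these cells may hold plasmacytoid dendritic cells, from the levels above. No biological explanation for their presence was tested.

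*Gdpd3* (chromosome 7 from 126766334 to 126775649) had 406 CPM in the library labelled dKO and 0.64 CPM, from 15 UMIs, in the library labelled WT. Of 10 genes at least 8 times apart over all cells, 2 kept this ratio within each of clusters 0 to 3, *Gdpd3* and *BC018473* on chromosome 11 (117 against 0.213 CPM), so a difference in the mix of cell types between the libraries is excluded for them. Of these, 0 lie within 20 Mb of *Nr4a1* or *Nr4a2*, which excludes strain segments around the floxed loci for them. Among the other 8, *Neb* on chromosome 2 had 116 CPM in the library labelled dKO and 11.3 CPM in the library labelled WT. It lies 4.73 Mb from *Nr4a2*, and its log2 ratio nearest to 0 among clusters 0 to 3 was 1.53. For *Neb* such a segment stays open. For *Gdpd3* and *BC018473*, a strain difference elsewhere, a difference between the preparations and an effect of the genotype stay open, and none of them was tested.

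*Gm42418*, a transcript that overlaps ribosomal RNA (chromosome 17 from 39846958 to 39848788), had 13675 CPM in cluster 0 of the library labelled WT and 4946 CPM in that of the library labelled dKO. A difference in the mix of cell types is excluded, as the log2 ratio nearest to 0 among clusters 0 to 3 was −1.45. With 1 library per genotype, a difference in preparation and one in genotype both stay open.

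TRAV11 joined to TRAJ18, the α chain of invariant NKT cells, was found in 54 cells of the library labelled WT and 61 of the library labelled dKO. These are 2.11% (1.59 to 2.74) and 1.89% (1.45 to 2.43) of the cells with a TRA chain, and 46 and 52 of them were in cluster 0. The CDR3 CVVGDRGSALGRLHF was the most frequent, in 47 and 58. From the list for NKT cells, *Klrk1* and *Xcl1* are among the leading genes of that cluster, and both can be expressed by other T cells. No technical explanation was tested for these cells, and the shares do not differ between the libraries beyond their intervals.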

How the results depend on the processing

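The subclustering without the named genes into 3 groups and the shares of expanded clones without the largest clone of each library were chosen only after the data were seen. The other alternatives were fixed before the data were examined. For the removal of predicted doublets, however, the rule that marks them was chosen after Scrublet's automatic result was seen. No paired analysis was possible because each genotype has 1 library without replicates. For the same reason no result has a test, and an alternative is said here to change a result when it lies outside the 95% counting interval of the reported value. The cause was not tested for any change below.

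Of 147 values of 28 results that answer a comparison, 104 stayed within the interval, 42 left it (21 away from 0 and 21 toward it) and 1 changed its sign. Of 347 values of 54 further results, 234 stayed, 108 left it (56 away from 0 and 52 toward it) and 5 changed sign from an interval that excluded 0. Among the 108 are *Icos* in cluster 1, from 0.02 (−0.08 to 0.13) to −0.27 over all cells with a *Foxp3* UMI and to −0.12 with 1 cell per clonotype, and *Areg*, from 0.08 (−0.02 to 0.18) to −0.04 with the mean of each cell's own CPM. Their reported intervals span 0. The shares of clones of more than 5 and more than 20 cells kept to their intervals under 6 alternatives each but not without the largest clone of each library, and a resolution of 0.2, 15 principal components and the wider mitochondrial filter left every result they were applied to within its interval.

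Without integration, which gave 3 subclusters of cluster 1 in place of 2, the share of cluster 1 cells in the 1_0-like subcluster, dKO minus WT, changed sign from 48.0 to −3.43 percentage points. The group counted there held 91.8% of the WT and 88.4% of the dKO cells. It is another division of the cluster, so this value does not test the 1_0-like share. Also without integration, the difference for cluster 0 moved from −24.0 to −35.5 and for cluster 1 from 30.4 to 41.98. Without clusters 2 and 5 in the denominator these were −27.1 and 42.6, and cluster 4 moved from −4.10 to −4.79. Clustered without the named genes, cluster 1 gave 29.2 points. For the 1_0-like subcluster, subclustering without the named genes gave 17.0 points, in 3 groups 57.6, and 1 cell per clonotype 32.4. The 17.0 points are for a group that held 100% of the dKO cells and do not test that share either. With predicted doublets removed, cluster 1 gave 31.9 points, the 1_0-like subcluster 51.5, the share of cells with a *Foxp3* UMI 7.94 in place of 11.6, and the share of all cells in S or G2/M phase −13.9 in place of −12.0.

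In unthinned cells the difference for *Foxp3* was 16.7 points and for S or G2/M phase −6.96. At 1000 UMIs the latter was −5.70, and with at least 2 *Foxp3* UMIs the former was 4.15.

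For log2 ratios in cluster 1, adding cluster 6 moved *Foxp3* from 0.25 to 0.55, *Il10* from 1.60 to 1.97, *Tigit* from 1.50 to 1.76, *Klrg1* from 1.05 to 1.36 and *Nr4a3* from −0.33 to −0.61. Over all cells with a *Foxp3* UMI, *Tigit* was 1.67, *Klrg1* 0.67 and *Nr4a3* −0.18, and *Apoe* (−0.96 to 0.15) and *Pdcd1* (−0.38 to 0.19) changed sign. With 1 cell per clonotype, *Tigit* was 1.34, *Klrg1* 0.23, *Nr4a3* −0.040 and *Batf* 0.89 in place of 0.53, and *Gzmb* (0.33 to −0.12) and *Pdcd1* (to 0.24) changed sign. The mean of each cell's own CPM gave 0.10 for *Foxp3* and 0.28 for *Batf*, and *Satb1* changed sign from −0.32 to 0.16. In cluster 1 of the clustering without the named genes, *Klrg1* was 1.39. In the last of 4 parts of pseudotime *Klrg1* was 1.84, against 1.22 in the last of 3.

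Leaving out the largest clone of each library moved the log2 ratio of the inverse Simpson index from −2.10 to −0.14. It moved the difference in the share of clones of more than 5 cells from 8.25 to 1.90 points (−0.65 to 4.45), and for more than 20 cells from 9.26 to 1.70 points (−0.01 to 3.41). Among cells of clones of more than 20 cells, 70.6% of the WT cells were in cluster 0 and 0% in cluster 1, in place of 74.5% and 1.71% for more than 5 cells. For dKO cells, 11.2% were in cluster 0 and 72.1% in cluster 1, in place of 16.8% and 64.2%, and with TRB alone 24.3% and 59.6%.

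Depth limits what can be said of the library labelled WT. Its cluster 1 has 581 cells, of which 186 reach 2000 UMIs, and 112 of its cells lie in the last part of pseudotime.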

Differences from the paper's values

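Of 22 values that the paper states in its text or supplement and that were also computed here, 1 differed by more than 1.5 times. The share of cluster 1 cells in the 1_0-like subcluster was 3.53 times as high in the library labelled dKO as in the library labelled WT, against the paper's 2 in its text. None of the alternatives fixed before the data were examined closed the gap. It was 4.07 times with 1 cell per clonotype, 1.21 when subclustered without the named genes and 0.963 without integration. Under the latter settings the group counted held most cells of both libraries, so 1.21 and 0.963 are for other divisions of the cluster. Removal of predicted doublets, whose rule was chosen later, gave 3.63. The shares themselves, 18.9% and 66.9%, were within 1.5 times of those of the supplement. Counting this fold, 3 of 17 values differed without integration, 3 of 3 when subclustered without the named genes, 2 of 3 with 1 cell per clonotype and 1 of 19 with predicted doublets removed. The statements below go another way.

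The paper describes *Nr4a3* as strongly raised in dKO Tregs. In cluster 1 it was lower in the library labelled dKO, with a log2 ratio of −0.33 (−0.46 to −0.19), and it stayed below 0 under 7 alternatives. Within its subclusters, a comparison looked at after the values of the cluster were seen, the ratio was above 0, at 0.54 (−0.11 to 1.28) in subcluster 0 and 0.15 (0.01 to 0.30) in subcluster 1.

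The paper describes more cycling hepatic Tregs in dKO mice. In clusters 1 and 6 the share of cells in S or G2/M phase did not differ detectably (−0.17 percentage points, −7.43 to 7.03). These clusters leave out any Tregs placed in the cycling cluster 4, so the comparison does not cover them. Cluster 4 held 12.3% (9.73 to 15.3) of the WT cells with a *Foxp3* UMI and 6.03% (5.30 to 6.83) of the dKO ones. Of the alternatives fixed before the data were examined, thinning to 1000 UMIs gave 6.75 points (2.35 to 11.1) in S or G2/M phase, in the paper's direction. Unthinned cells gave 2.84 points (−0.87 to 6.56). The lowest of the 4 alternatives was −2.82 points, in the opposite direction. The share of thinned cells of clusters 1 and 6 with a *Mki67* UMI was lower in the library labelled dKO, by −4.37 points (−8.85 to −0.91). The phase shares far exceed those with *Mki67* and cannot be read as shares of dividing cells.

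The paper has *Batf* of dKO cells stay high late in pseudotime. It had 246 CPM (230 to 263) in the first of 3 parts of the library labelled dKO and 172 CPM (157 to 188) in the last, where the log2 ratio to the library labelled WT was 0.16 (−0.53 to 0.95). The paper has *Foxp3* of WT cells drop after an intermediate stage. In 3 parts it did not drop (284, 380 and 434 CPM). In 4 parts, an alternative fixed before the data were examined, it had 500.0 CPM (428 to 581) in the second and 391 CPM (260 to 565) in the last, the paper's direction with overlapping intervals.

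The paper describes *Nrp1* as higher in its Treg clusters. Cluster 6 had the highest level of the 8 clusters, and cluster 1, with 55.2 CPM (50.8 to 59.9), was below cluster 0, with 78.4 CPM (74.5 to 82.4). This holds for the library labelled dKO (41.3 CPM in cluster 1 and 85.1 CPM in cluster 0) and not for the library labelled WT (170 CPM and 73.3 CPM), where the direction is that of the paper.

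The paper names cluster 2 as Tcm. Its *Cd3e* was the lowest of the 8 clusters, at 127 CPM, and *Siglech* was among its leading genes. The paper gives naive-like cells the highest *Ccr7*, which here had 977 CPM (882 to 1080) in cluster 7 and 914 CPM (881 to 948) in cluster 3.

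The paper describes a sharp contrast of *Ikzf2* between its Treg clusters. It was present in the library labelled dKO (log2 ratio of cluster 1 over cluster 6 −1.93) and absent in the library labelled WT (0.19).

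The paper places its leading dKO clones in the Treg cluster and its leading WT clones in the Th1/CTL cluster. The third dKO clone had 62.9% of its cells in cluster 0, and the first WT clone had 54.3% in cluster 4.

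The paper describes mice without *Nr4a1* and *Nr4a2* in T cells and uses male mice. *Nr4a1* and *Nr4a2* were higher in cluster 1 of the library labelled dKO, with log2 ratios of 1.21 (1.12 to 1.30) and 0.97 (0.81 to 1.15), and stayed above 0 under 7 alternatives. *Xist* was found in both libraries.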

Other observations

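The tests below on the mix of cell types, on handling stress and on an exchange of labels for the targeted genes, and on nuclear RNA in cluster 6, including *Ikzf2* within each library, were chosen only after the results were seen.

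*Nr4a1* was higher in the library labelled dKO, which goes against the label. A difference in the mix of cell types between the libraries is excluded as the whole cause, as the lowest log2 ratio among clusters 0 to 3 was 1.11. A few genes taking a large part of the counts are excluded, since TMM scaling gave 1.23. Handling stress that induces immediate early genes is argued against by a list of 8 stress genes, all expressed by T cells. The list holds the immediate early genes *Fos*, *Jun*, *Junb*, *Fosb* and *Egr1* and the heat shock genes *Hspa1a*, *Hspa1b* and *Dnajb1*. The median log2 ratio of the list in cluster 0 was −0.41 with 8 of 8 below 0, though for *Egr1* the interval spanned 0 (−0.05, −0.18 to 0.08). In cluster 1 the median was −0.30, but *Jun* (0.39, 0.24 to 0.55) and *Egr1* (0.29, −0.05 to 0.64) were above 0. From the counts of these genes alone, an exchange of the library labels cannot be told apart from a floxed allele that still gives RNA counted at its 5′ end. The library labelled WT had 1002 CPM in cluster 1, and the counts do not say from which exon a UMI came. Outside these counts, the paper's flow cytometry of other mice found more Foxp3+ cells among hepatic CD4+ T cells of dKO mice with MASH. Cluster 1 is larger in the library labelled dKO, the same direction under the labels as deposited. Those mice were not analysed here, and every direction between the genotypes still depends on this open point of the labels.

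The higher share of cells with a *Foxp3* UMI in the library labelled dKO was weighed against 3 technical explanations. With 1 cell per clonotype, among thinned cells with both chains, the difference was 22.7 percentage points (19.1 to 26.3), so a few expanded clones do not carry it. At equal depth it was 11.6 points, among thinned cells with another mix of clusters than the whole libraries. In cluster 5, 4.82% (2.51 to 8.27) of the WT cells and 11.3% (8.58 to 14.5) of the dKO cells had a *Foxp3* UMI, which free RNA or doublets could give. A part of the difference between the libraries could therefore be background. In the dKO clusters other than 2 and 5 the share was 32.1% (30.5 to 33.8), but these include cluster 1, which is rich in *Foxp3*. A biological difference between the genotypes may remain, as a hypothesis on 1 library each, and with the labels left open.

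The lower diversity of receptors in the library labelled dKO was present at equal numbers of cells (log2 ratio of the inverse Simpson index −2.10) and within cluster 1 (−2.46), which argues against the number of cells sampled and against a shift from conventional T cells to Tregs. For this index it was not detectable without the largest clone (−0.14, −0.33 to 0.04), so a single large clone, which 1 mouse could carry, is a candidate explanation for it. The inverse Pielou measure did not differ detectably either (0.12, −0.03 to 0.26). The log2 ratio of the Shannon index went from −0.10 to −0.016 (−0.028 to −0.003), so it stayed below 0. Chao1 (−0.53, −0.90 to −0.20) and ACE (−0.42, −0.67 to −0.17) were left lower without that clone. With Cell Ranger's clonotype numbers, however, their intervals spanned 0 (Chao1 −0.23, −0.70 to 0.22, and ACE −0.07, −0.44 to 0.31). With TRB alone Chao1 (−0.87, −1.28 to −0.47) and ACE (−0.81, −1.14 to −0.48) were further below 0 than the reported −0.60 and −0.51. Within cluster 1 a difference of −0.66 (−1.23 to −0.17) was left without that clone.

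Cluster 6, the paper's Treg_Helios, may consist in part of droplets rich in nuclear, partly unspliced RNA. Across genes, the ratio of cluster 6 to cluster 1 rose with gene length (rho 0.72), in the library labelled WT (0.69) and in the one labelled dKO (0.75). *Ikzf2* lay at the 41.7th percentile of 12 genes of like length and level, and at percentiles 16.7 and 66.7 of them in the libraries labelled WT and dKO. The length of the gene alone is therefore not excluded as the cause of its ratio. That ratio (log2, cluster 6 over cluster 1) was −0.19 in the library labelled WT and 1.93 in the one labelled dKO, and why the libraries differ was not tested. The identity of these cells is left open, and no biological explanation was tested.

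Cluster 7, the paper's Th17, had a TRB chain in 6.59% (3.45 to 11.2) of 182 cells. Low depth is excluded, since 37.1% (34.8 to 39.5) of 1645 cells of cluster 0 with like UMI numbers had one. No cell type was assigned, since no list fixed beforehand covers other lymphoid cells with *Il22*.

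By the naming rule, the genes lowest in cluster 1 of the library labelled dKO were *Gm20186* (log2 ratio −5.49), *Tbc1d4* (−3.75), *Cd40lg* (−3.71), *Ccr6* (−3.29) and *Il6ra* (−3.28), and the highest were *Arrdc4* (3.36), *Ccl4* (2.87), *Lag3* (2.61), *Ccl5* (2.56) and *Mt1* (2.33). In cluster 0 they were *Gm20186* (−3.86), *Rgs10* (−2.00), *Filip1l* (−1.88) and *Itga1* (−1.75), and *Spp1* (3.91), *Lag3* (3.32), *Il10* (3.02), *Gzmk* (2.49) and *Ccl5* (2.11). Over all cells they were *Gm21762* (−3.18), *Itga1* (−2.45), *Cd40lg* (−2.44), *Ifi208* (−2.08) and *Grap2* (−1.99), and *Gdpd3* (9.31), *S100a9* (6.49), *S100a8* (5.78), *D13Ertd608e* (3.49) and *Neb* (3.36).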
